# Protocol for mapping physiological DSBs using in-suspension break labeling *in situ* and sequencing

**DOI:** 10.1016/j.xpro.2024.103059

**Published:** 2024-05-07

**Authors:** Osama Hidmi, Sara Oster, Diala Shatleh, Jonathan Monin, Rami I. Aqeilan

**Keywords:** Bioinformatics, Sequence analysis, Cell Biology, Cell culture, Cancer, Genomics, Molecular Biology

## Abstract

Physiological double-stranded breaks (DSBs) are a major source of genomic instability. Here, we present a protocol for mapping physiological DSBs by in-suspension break labeling *in situ* and sequencing (sBLISS) in a single-nucleotide resolution. We describe steps for cell fixation, labeling of DSBs, DNA isolation followed by *in vitro* transcription (IVT), reverse transcription, and library preparation. sBLISS provides a map of DSBs over the genome and can be used to study the role of different factors in DSB formation.

For complete details on the use and execution of this protocol, please refer to Hidmi et al.^1^

## Highlights

• *In situ* labeling of DSBs ends by BLISS adapters
• Can be adapted to a wide range of cell types
• User-friendly protocol that takes one week to finish
• Enables genome-wide single-nucleotide mapping of physiological DSBs

## Abstract (editor highlights)

Publisher’s note: Undertaking any experimental protocol requires adherence to local institutional guidelines for laboratory safety and ethics.

## Before you begin

### Introduction

Physiological DSBs can be a major source of genomic instability.^1^^,^^2^^,^^3^^,^^4^ Therefore, their detection and characterization are important steps towards a better understanding of how cellular functions under physiological conditions lead to genomic instability.

To detect DNA DSBs, various methods have been employed. Antibodies against DNA damage markers such as anti-γ-H2AX have proven valuable in assessing changes in DNA damage under different treatments and conditions. However, while these antibodies provide valuable information regarding DNA damage and response, they do not offer precise localization of the break sites within the genome. Chromatin immunoprecipitation sequencing (ChIP-seq) assays utilizing such antibodies can help identify the genomic regions associated with these breaks. Nonetheless, due to the broad distribution of γ-H2AX, which can extend over several kilobase pairs around the break site, it may not provide the desired high-resolution detection of the exact break site. Moreover, mapping γ-H2AX is an indirect measure of DSBs and making conclusions solely based on γ-H2AX distributions can be inaccurate. Additionally, γ-H2AX was found to be not a specific marker of DSB as it can be associated with other cellular processes.^5^^,^^6^^,^^7^ Multiple techniques have been developed to precisely map DSBs in a single nucleotide resolution such as DSBCapture,^8^ END-seq,^9^ INDUCE-seq,^10^ BLISS,^11^ i-BLESS,^12^ and sBLISS,^13^ with each of these techniques having advances and limitations.^14^ Our choice of sBLISS is mainly based on that sBLISS requires a smaller number of cells and is more user friendly compared to the other mentioned methods. Moreover, sBLISS was used to study DSBs successfully and reliably in other studies.^15^^,^^16^^,^^17^^,^^18^^,^^19^

The protocol below describes the specific steps to perform in-suspension break labeling *in situ* and sequencing (sBLISS) on MCF7 cells which were used to study DSBs in breast cancer. We and others have also used this protocol on a wide range of cell lines and tissues.^2^^,^^13^ This protocol has been used recently to study the role of TOP1 and R-loops in transcriptional DSBs.^1^

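Among the gene lists tested, 17q23 and 20q13 genes differed most between MCF-7 and the other 2 lines and were higher in MCF-7. Both regions were listed for their known amplification in MCF-7. Copy number was not measured, so more copies cannot be told from more breaks per copy. Estrogen receptor targets and luminal genes were also higher in MCF-7, and basal genes were higher in MCF-10A than in both other lines. All these list calls were lost with an estimated correlation (adjusted p = 0.0627 to 0.938), and few estrogen, luminal and basal genes were called alone. Of 18 tested genes of 17q23, 16 were higher in MCF-7 than in HMLE and none lower (18 higher when adjusted over the list alone), with a median log2 fold change of 2.85 (adjusted p = 1.12e-19 from limma's camera, adjusted p = 0.380 with an estimated correlation). TUBD1 held 231 ± 62.5 CPM in MCF-7 (SD, n = 2) and 14.6 ± 3.35 CPM in HMLE (SD, n = 4), a log2 fold change of 3.71 (standard error 0.26, adjusted p = 1.40e-04 from limma). APPBP2 had a log2 fold change of 3.02 (standard error 0.29, adjusted p = 7.61e-04 from limma). Of 15 genes of 20q13, 10 were higher and none lower (11 higher and 1 lower when adjusted over the list alone), with a median of 2.51 (adjusted p = 4.41e-11 from camera, adjusted p = 0.0627 with an estimated correlation). BMP7 held 1029 ± 121 CPM in MCF-7 and 78.6 ± 17.4 CPM in HMLE, and its log2 fold change was 3.60 (standard error 0.23, adjusted p = 1.02e-04 from limma). Against MCF-10A, 17 of the 18 genes of 17q23 were higher (18 when adjusted over the list alone, median 3.14, adjusted p = 2.02e-16 from camera, adjusted p = 0.455 with an estimated correlation). There, 11 of the 15 genes of 20q13 were higher (12 when adjusted over the list alone, median 3.43, adjusted p = 1.83e-12 from camera, adjusted p = 0.0627 with an estimated correlation). Of 24 estrogen receptor targets, 6 were higher in MCF-7 than in MCF-10A and 1 lower (12 and 1 when adjusted over the list alone, median 0.97, adjusted p = 3.68e-04 from camera, adjusted p = 0.633 with an estimated correlation). GREB1 held 652 ± 493 and 32.3 ± 4.74 CPM. Of 17 luminal genes, 6 were higher and none lower (7 and none when adjusted over the list alone, median 0.90, adjusted p = 0.00717 from camera, adjusted p = 0.798 with an estimated correlation). Of 14 basal genes, 5 were lower in MCF-7 and none higher (9 lower when adjusted over the list alone, median -1.47, adjusted p = 6.93e-06 from camera, adjusted p = 0.927 with an estimated correlation). EGFR held 65.5 ± 1.75 CPM in MCF-7 and 235 ± 65.3 in MCF-10A, and ANXA1 held 1.64 ± 0.80 and 145 ± 54.1 CPM.

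**Figure D1:**
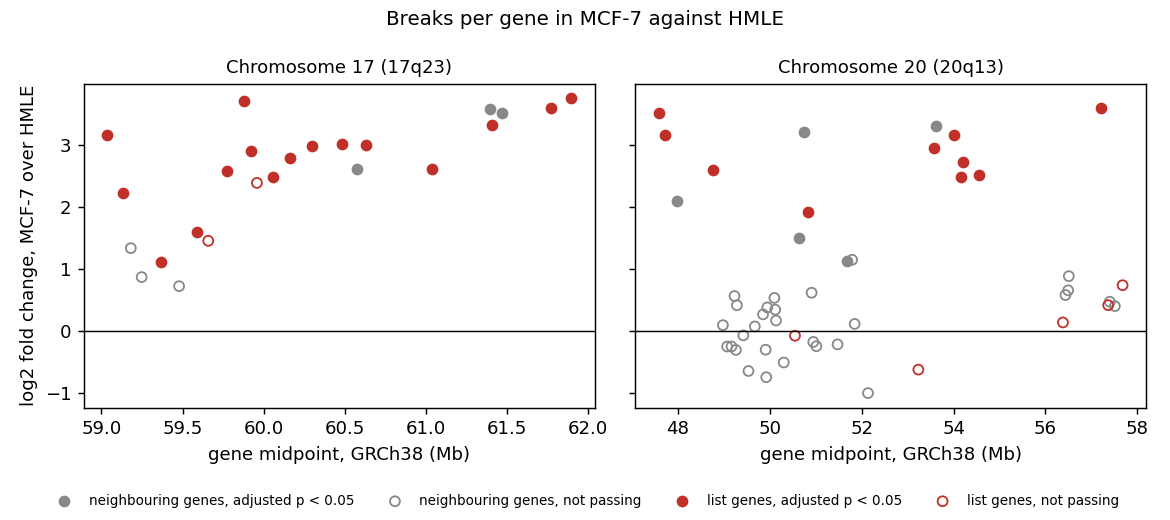
Log2 fold change of breaks in MCF-7 over HMLE (vertical axis) by gene midpoint on GRCh38 in Mb (horizontal axis) for list genes (red) and neighbouring genes (grey) of 17q23 and 20q13. Filled points passed an adjusted p of 0.05 in limma, and 3 of the 6 neighbours in 17q23 and 5 of the 34 in 20q13 did. Values are not corrected for copy number, which was not measured.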

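Very long genes had fewer breaks in MCF-7 than in MCF-10A, and immediate early genes had more in MCF-10A than in HMLE. Both list calls were lost with an estimated correlation (adjusted p = 0.938 and 0.268). Of 20 very long genes, 5 were lower in MCF-7 than in MCF-10A and none higher (7 lower when adjusted over the list alone), with a median of -0.45 (adjusted p = 0.00805 from camera, adjusted p = 0.938 with an estimated correlation). PARK2 held 156 ± 24.3 CPM in MCF-7 and 382 ± 56.2 in MCF-10A (SD, n = 2 each). This list's call failed without control siRNA + EV replicate 1 (-0.32) and without MCF-10A WT replicate 2 (-0.09). Of 9 immediate early genes, 4 were higher in MCF-10A than in HMLE and none lower (7 higher when adjusted over the list alone, median 1.77, adjusted p = 9.74e-06 from camera, adjusted p = 0.268 with an estimated correlation). DUSP1 held 45.8 ± 0.29 CPM in MCF-10A and 5.40 ± 1.27 in HMLE. The nuclear RNA gene NEAT1 held 2177 ± 844 and 50.1 ± 62.8 CPM, a log2 fold change of 5.95 (standard error 0.75, adjusted p = 0.0112 from limma). Basal genes also had more breaks in MCF-10A than in HMLE, with 4 of 14 higher and none lower (6 higher when adjusted over the list alone, median 0.94, adjusted p = 7.05e-04 from camera, adjusted p = 0.938 with an estimated correlation). Estrogen receptor targets were higher in MCF-7 than in HMLE, with 2 of 24 higher and 1 lower (9 and 1 when adjusted over the list alone, median 0.61, adjusted p = 6.37e-04 from camera, adjusted p = 0.641 with an estimated correlation). Luminal genes were too, with 3 of 17 higher and none lower (8 and 1 when adjusted over the list alone, median 0.89, adjusted p = 9.49e-04 from camera, adjusted p = 0.695 with an estimated correlation). CDKN2B-AS1 held 53.0 ± 8.25 CPM in HMLE, 59.6 ± 26.3 in MCF-7 and 0.307 ± 0.434 in MCF-10A. That MCF-10A value is near 0, and copy number was not measured, so missing copies cannot be told from fewer breaks. Over 11738 genes, limma called 324 genes higher and 276 lower in MCF-7 than in HMLE, 550 and 498 than in MCF-10A, and 368 higher and 375 lower in MCF-10A than in HMLE. The first split was 479 and 214 without TMM scaling, and the last was 454 and 221 in DESeq2. With the replicate number as a block, calls fell to 93 for MCF-7 and HMLE, 457 for MCF-7 and MCF-10A and 12 for MCF-10A and HMLE. Differences between replicates 1 and 2 correlated at 0.145 to 0.235 between these groups, and nothing states that their numbers mark shared batches. Calls for MCF-7 and HMLE numbered 25 and 112 without control siRNA + EV replicate 1 and 2, and 1147, 375, 167 and 152 without HMLE replicate 1 to 4. Calls for MCF-7 and MCF-10A numbered 133 and 196 without control siRNA + EV replicate 1 and 2, 1620, 490 and 503 without HMLE replicate 1, 3 and 4, and 509 without MCF-10A WT replicate 2. Calls for MCF-10A and HMLE numbered 1796, 207, 52 and 26 without HMLE replicate 1 to 4, 262 and 393 without MCF-10A WT replicate 1 and 2, and 403 and 388 without control siRNA + EV replicate 1 and 2. PARK2 kept its call against MCF-10A, and DUSP1, NEAT1 and CDKN2B-AS1 kept theirs between MCF-10A and HMLE, without any 1 of these libraries. The MCF-7 cells of this comparison carried siRNA and a vector and the other lines did not, so a part of single-gene differences can come from treatment. In MCF-7 in G1, whose labels name neither, luminal genes stood at 2.86 times the median of random lists, basal genes at 0.804 times and 17q23 genes at 7.78 times. VMP1 held at least 180 CPM in all 22 MCF-7 libraries and at most 147 CPM in the 8 others.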

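After TOP1 KD or RNase H OE in the siRNA and plasmid experiment, whose labels give neither E2 nor hormone starvation, no single gene passed the test. The fold changes of abundantly transcribed genes were lower than those of other genes at the preset correlation of camera, and not with an estimated one (adjusted p = 0.938). After TOP1 KD with E2 the same list went the other way, with a median of 0.37 (adjusted p = 0.00393 from camera, adjusted p = 0.938 with an estimated correlation). That call failed without TOP1 KD + E2 replicate 2 (0.02), and the list turned without control siRNA + E2 replicate 2 (-0.83). In the E2 and siRNA experiment, with E2 after hormone starvation, TOP1 KD raised breaks in 11 genes, among them SNORD88A, C19orf48 and RPL4. The 2 experiments also differed in starvation and vector, so they do not isolate E2. Breaks in the TOP1 gene do not measure the knockdown and were 119 ± 19.9 CPM with control siRNA and 118 ± 16.5 CPM with TOP1 siRNA (SD, n = 2 each, EV). RNASEH1, whose sequence the plasmid carries, held 197 and 33.2 CPM with control siRNA + RNase H OE and 334 and 173 CPM with TOP1 KD + RNase H OE. It held 7.37 ± 0.50 and 5.65 ± 0.40 CPM in the corresponding EV groups. In the libraries labelled E2 + RNase H OE, RNASEH1 held 0 and 3.0 CPM. All 6 libraries of that experiment, EV included, held 2 RNASEH1 reads where 23.2 were expected, so this value does not tell whether the plasmid was present. Of 21 abundantly transcribed genes, 20 had a negative fold change after TOP1 KD (median -0.73, adjusted p = 1.10e-05 from camera, adjusted p = 0.938 with an estimated correlation), and none was called alone or when adjusted over the list alone. This list's call failed without TOP1 KD + EV replicate 1 (-0.45). After RNase H OE, 20 of the 21 were also negative (median -1.02, adjusted p = 7.70e-07 from camera, adjusted p = 0.938 with an estimated correlation), and the call failed without control siRNA + RNase H OE replicate 2 (-0.22). The same 2 libraries were low at MALAT1, with 177 CPM in TOP1 KD + EV replicate 1 and 44.7 CPM in control siRNA + RNase H OE replicate 2, against 1297 and 712 CPM in control siRNA + EV. Both comparisons share these control libraries. Breast cancer driver genes had a median of -0.30 after TOP1 KD (adjusted p = 5.97e-04 from camera, adjusted p = 0.938 with an estimated correlation). That call failed without TOP1 KD + EV replicate 1 (-0.25) and without control siRNA + EV replicate 1 (-0.15). SNORD88A, a snoRNA gene inside C19orf48, held 68.1 ± 3.49 CPM after TOP1 KD, 3.55 ± 0.44 CPM with control siRNA and 0.866 ± 1.22 CPM after TOP1 KD with RNase H OE. Neither difference passed the test (adjusted p = 0.818 and 0.0581 from limma). With E2, SNORD88A held 106 ± 8.64 CPM after TOP1 KD and 2.84 ± 3.15 with control siRNA, a log2 fold change of 4.67 (standard error 0.45, adjusted p = 5.36e-05 from limma). C19orf48 had a log2 fold change of 4.23 (standard error 0.37, adjusted p = 2.01e-05 from limma) and the snoRNA gene SNORA67 was at least 44.6-fold higher. SNORD18A and RPL4, the gene that contains it, had log2 fold changes of 4.65 and 3.03 (adjusted p = 3.62e-04 and 0.0105 from limma). Without TOP1 KD + E2 replicate 2 all 5 calls were lost (SNORD88A 4.58, C19orf48 4.07, SNORA67 5.57, SNORD18A 4.41 and RPL4 2.75). Without TOP1 KD + E2 replicate 1 C19orf48 alone kept its call (SNORD88A 4.75, SNORA67 5.40, SNORD18A 4.88 and RPL4 3.30). Without control siRNA + E2 replicate 2 RPL4 lost its call (2.09).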

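RNase H OE gave 0 called genes in the siRNA and plasmid experiment. The libraries labelled E2 + RNase H OE had 22 genes with more breaks than E2 + EV and none with fewer. PHPT1, which encodes a phosphohistidine phosphatase, held 752 ± 28.5 and 23.1 ± 10.2 CPM in these groups (SD, n = 2 each), a log2 fold change of 4.97 (standard error 0.41, adjusted p = 7.00e-04 from limma). PDCD5, DNAAF3, PIM2 and SNORD17 had log2 fold changes of 5.59, 5.12, 4.50 and 4.48 (adjusted p = 0.00167, 0.0032, 0.0295 and 0.00167 from limma). PHPT1 kept its call without any 1 library. Without E2 + RNase H OE replicate 1 the other 4 lost theirs (PDCD5 6.00, DNAAF3 5.20, PIM2 4.40 and SNORD17 4.18), and without replicate 2 PDCD5 (5.17), DNAAF3 (5.04) and PIM2 (4.61) did. The 22 calls became 1 and 10 without E2 + RNase H OE replicate 1 and 2. They became 35 higher and 46 lower without E2 + EV replicate 1, and 13 higher and 14 lower without replicate 2, so the excess of higher genes was not stable. edgeR called 14 genes higher and none lower, and DESeq2 called 43 higher and 8 lower. TOP1 KD with EV gave 0 calls of 11732 genes in limma, with 282 at an unadjusted p under 0.05, and 0 in edgeR and in DESeq2. RNase H OE with control siRNA gave 0 calls in limma, with 263 at an unadjusted p under 0.05, and 0 in edgeR and in DESeq2. It gave 1 call without control siRNA + RNase H OE replicate 2. RNase H OE with TOP1 siRNA gave 0 calls in limma, with 970 at an unadjusted p under 0.05, 0 in edgeR and 18 in DESeq2. That count was 248 and 30 without TOP1 KD + RNase H OE replicate 2 and 1, and 2 without either control siRNA + RNase H OE replicate. The interaction of TOP1 KD and RNase H OE gave 0 calls in limma, with 843 at an unadjusted p under 0.05, 0 in edgeR and 27 in DESeq2, and 81 in limma without TOP1 KD + RNase H OE replicate 2. TOP1 KD with E2 gave 11 genes higher and none lower of 10213 in limma, 14 and none in edgeR and 7 and none in DESeq2. Its 11 calls became 1 and 0 without TOP1 KD + E2 replicate 1 and 2, and 50 and 5 without control siRNA + E2 replicate 1 and 2. On simulated data for TOP1 KD with EV, limma found 73.1% of genes changed 4-fold among 11378 genes. There 200 genes were changed at once, which eases the Benjamini-Hochberg threshold, and genes varied independently. This share therefore does not tell how often a change in few genes would be found. SNORD88A was not called at a log2 fold change of 3.69 (adjusted p = 0.818 from limma).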

### Preparation step 1: Cell culture

**Timing: 1–2 days**

1. Set the incubator to 37°C, 5% CO_2_, at least 95% humidity. Culture MCF7 cells in RPMI media containing 10% FBS, Glutamine (SARTORIUS, 03-020-1B) and Penicillin-Streptomycin (SARTORIUS, 03-031-5B).
2. Seed appropriate number of cells to achieve 70% confluency at the day of cell harvest.
3. At harvesting, count the cells and make sure to have at least 1 × 10^6^ cells for each sample.

**CRITICAL:** Cellular viability is important for the success of sBLISS. Start with high-quality healthy cells characterized by at least 90% viability.

***Note:*** It is important to harvest cells during the exponential phase to ensure that cells maintain adequate levels of transcription and replication. Harvesting under- or over-confluent cells might bias the results.

Alternative for adherent cells:

***Note:*** Choose appropriate culture conditions and media depending on the cell line.

***Note:*** Ensure that the cells used are mycoplasma free.

***Note:*** Ensure the authenticity of the cell line used by STR profiling or other verification methods.

### Preparation step 2: Preparation of sBLISS linkers

4. Phosphorylate the forward oligo by setting up the following reaction:

**Table:** 

Reagent	Amount
Forward oligo(100 μM)	10 μL
T4 PNK 10× Buffer	10 μL
ATP (10 mM)	10 μL
T4 PNK enzyme	2 μL
Nuclease-free water	58 μL
Total volume	90 μL

Incubate at 37°C for 1 h.

5. Inactivate PNK by incubating the reaction at 65° for 20 min.
6. Add 10 μL of the reverse oligo (100 μM) and set up the following reaction:

**Table:** 

Temperature	Time
95°	5 min
Decreasing temperature by 1.5°C per minute until 25°C	Until it reaches 25°C
25°C	Hold

Store sBLISS oligos at −20°C until used.

## Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Chemicals, peptides, and recombinant proteins**		

RPMI medium	Sigma	Cat #100000164
Fetal bovine serum	Gibco	Cat #16000044
Glutamine	Sartorius	Cat #03-020-1B
Penicillin-streptomycin	Sartorius	Cat #03-031-5B
PBS	Biological Industries	Cat #02-023-5A
Paraformaldehyde	Laborimpex	Cat #15710
Glycine	Sigma	Cat #G8898
T4 polynucleotide kinase	New England Biolabs	Cat #M0201S
ATP	New England Biolabs	Cat #P0756S
rAlbumin	New England Biolabs	Cat #B9200S
Triton X100 (octyl phenol ethoxylate)	Capitol scientific	Cat #X198-07
Proteinase K	New England Biolabs	Cat #P8107S
T4 DNA ligase	Thermo Fisher Scientific	Cat # EL0011
PCI mix	Thermo Fisher Scientific	Cat #77617-100ML
Sodium acetate trihydrate	Sigma	Cat #S7670
Glycogen	Sigma	Cat #10901393001
RiboSafe RNase inhibitor	Bioline	BIO-65027
Truncated RNA ligase	New England Biolabs	Cat #M0242S
Agencourt AMPure XP beads	Beckman Coulter Life Sciences	Cat #A63880

**Critical commercial assays**		

NEBNext Ultra II Q5 master mix	New England Biolabs	Cat# M0544S
Quick blunting kit	New England Biolabs	Cat# M1201A
rCutSmart buffer	New England Biolabs	Cat# B6004s
MEGAscript T7 transcription kit	Thermo Fisher Scientific	Cat# AM1333
SuperScript III first-strand synthesis	Thermo Fisher Scientific	Cat# 18080051

**Experimental models: Cell lines**		

MCF-7 cells	ATCC	(RRID:CVCL_0031)

**Oligonucleotides**		

RA3 adaptor	TGGAATTCTCGGGTGCCAAGG	https://www.illumina.com
RTP primer	GCCTTGGCACCCGAGAATTCCA	https://www.illumina.com
RP1 primer	AATGATACGGCGACCACCGAGATC TACACGTTCAGAGTTCTACAGTCCGA	https://www.illumina.com
BA1 bottom	GCGTGATGNNNNNNNNGATCGTCG GACTGTAGAACTCTGAACCCCTAT AGTGAGTCGTATTACCGGCCTCAATCGAA	https://www.idtdna.com
BA1 top	CGATTGAGGCCGGTAATACGACTC ACTATAGGGGTTCAGAGTTCTACAGT CCGACGATCNNNNNNNNCATCACGC	https://www.idtdna.com
BA2 bottom	GCGACGACNNNNNNNNGATCGTCGGAC TGTAGAACTCTGAACCCCTATAGTGA GTCGTATTACCGGCCTCAATCGAA	https://www.idtdna.com
BA2 top	CGATTGAGGCCGGTAATACGACTCACTA TAGGGGTTCAGAGTTCTACAGTCC GACGATCNNNNNNNNGTCGTCGC	https://www.idtdna.com
BA3 bottom	GCGGTCGTNNNNNNNNGATCGTCGGA CTGTAGAACTCTGAACCCCTATAGT GAGTCGTATTACCGGCCTCAATCGAA	https://www.idtdna.com
BA3 top	CGATTGAGGCCGGTAATACGACTCACTA TAGGGGTTCAGAGTTCTACAGTCCGA CGATCNNNNNNNNACGACCGC	https://www.idtdna.com
BA4 bottom	GCGCATCANNNNNNNNGATCGTCGG ACTGTAGAACTCTGAACCCCTATA GTGAGTCGTATTACCGGCCTCAATCGAA	https://www.idtdna.com
BA4 top	CGATTGAGGCCGGTAATACGACTCACT ATAGGGGTTCAGAGTTCTACAGTCC GACGATCNNNNNNNNTGATGCGC	https://www.idtdna.com
BA5 bottom	GATTGATGNNNNNNNNGATCGTCGGA CTGTAGAACTCTGAACCCCTATAGTG AGTCGTATTACCGGCCTCAATCGAA	https://www.idtdna.com
BA5 top	CGATTGAGGCCGGTAATACGACTCACT ATAGGGGTTCAGAGTTCTACAGTCCG ACGATCNNNNNNNNCATCAATC	https://www.idtdna.com
BA6 bottom	GATACGACNNNNNNNNGATCGTCGGA CTGTAGAACTCTGAACCCCTATAGTGA GTCGTATTACCGGCCTCAATCGAA	https://www.idtdna.com
BA6 top	CGATTGAGGCCGGTAATACGACTCACT ATAGGGGTTCAGAGTTCTACAGTCCG ACGATCNNNNNNNNGTCGTATC	https://www.idtdna.com
BA7 bottom	GATGTCGTNNNNNNNNGATCGTCGGA CTGTAGAACTCTGAACCCCTATAGTG AGTCGTATTACCGGCCTCAATCGAA	https://www.idtdna.com
BA7 top	CGATTGAGGCCGGTAATACGACTCAC TATAGGGGTTCAGAGTTCTACAGTCC GACGATCNNNNNNNNACGACATC	https://www.idtdna.com
BA8 bottom	GATCATCANNNNNNNNGATCGTCGGA CTGTAGAACTCTGAACCCCTATAGTG AGTCGTATTACCGGCCTCAATCGAA	https://www.idtdna.com
BA8 top	CGATTGAGGCCGGTAATACGACTCACT ATAGGGGTTCAGAGTTCTACAGTCCG ACGATCNNNNNNNNTGATGATC	https://www.idtdna.com
BA9 bottom	GGATGATGNNNNNNNNGATCGTCGG ACTGTAGAACTCTGAACCCCTATAGTG AGTCGTATTACCGGCCTCAATCGAA	https://www.idtdna.com
BA9 top	CGATTGAGGCCGGTAATACGACTCACT ATAGGGGTTCAGAGTTCTACAGTCCG ACGATCNNNNNNNNCATCATCC	https://www.idtdna.com
BA10 bottom	GGAACGACNNNNNNNNGATCGTCGGACT GTAGAACTCTGAACCCCTATAGTGAGTCG TATTACCGGCCTCAATCGAA	https://www.idtdna.com
BA10 top	CGATTGAGGCCGGTAATACGACTCACTAT AGGGGTTCAGAGTTCTACAGTCCGACGA TCNNNNNNNNGTCGTTCC	https://www.idtdna.com
RPI1	CGTGAT	https://www.illumina.com
RPI2	ACATCG	https://www.illumina.com
RPI3	GCCTAA	https://www.illumina.com
RPI4	TGGTCA	https://www.illumina.com
RPI5	ACAGTG	https://www.illumina.com
RPI6	GCCAAT	https://www.illumina.com
RPI7	CAGATC	https://www.illumina.com
RPI8	ACTTGA	https://www.illumina.com
RPI9	GATCAG	https://www.illumina.com
RPI10	TAGCTT	https://www.illumina.com

**Software and algorithms**		

**trim_galore**	https://github.com/FelixKrueger/TrimGalore	https://doi.org/10.5281/zenodo.7598955
**fastqc**	https://www.bioinformatics.babraham.ac.uk/projects/fastqc/	**FastQC**
**hisat2**	https://daehwankimlab.github.io/hisat2/	https://doi.org/10.1038/s41587-019-0201-4
deepTools computeMatrix, plotHeatmap, and (Ramírez et al., 2016) plotProfile ver 3.1.3	Ramírez et al.^20^	https://deeptools.readthedocs.io/en/develop/
samtools	Li et al.^21^	https://www.htslib.org/
**umi_tools**	https://umi-tools.readthedocs.io/en/latest/	https://doi.org/10.1101/gr.209601.116
Bedtools	Quinlan and Hall^22^^,^^23^	https://bedtools.readthedocs.io/en/latest/
**bedGraphToBigWig**	https://hgdownload.soe.ucsc.edu/admin/exe/linux.x86_64/	**bedGraphToBigWig**
IGV2.3	Robinson et al.^23^	http://software.broadinstitute.org/software/igv/
R version ver 2023.06.0 + 421	R Core Team (2023)	https://www.R-project.org/
Python Language Reference, ver. 2.7	Python Software Foundation	http://www.python.org/

**Others**		

Covaris sonication tubes	Danyel Biotech	Cat #520096
Protein LoBind tubes	Lumitron	Cat #EP0030108116
DNA LoBind tubes	Lumitron	Cat #EP0030108051

## Materials and equipment

**Table:** 10% (vol/vol) FBS/1 ∗ DPBS

Reagent	Final concentration	Amount
FBS	10% (vol/vol)	5 mL
DPBS (10×)	1×	4.5 mL
Deionized water		40.5
Total:		50 mL

***Note:*** Prepare fresh for each experiment.

**Table:** 10% (vol/vol) Triton – X 100

Reagent	Final concentration	Amount
Triton – X (100%)	10% (vol/vol)	5 mL
Deionized water		45 mL
Total:		50 mL

***Note:*** Store at 22°C–25°C in a tightly closed tube for several years.

**Table:** Lysis Buffer 1

Reagent	Final concentration	Amount
Tris-HCl (1 M)	10 mM	0.5 mL
NaCl (1 M)	10 mM	0.5 mL
EDTA (100 mM)	1 mM	0.5 mL
Triton – X (10%)	0.2%	1 mL
Deionized water		47.5 mL
Total:		50 mL

***Note:*** Adjust pH to 8 before volume completion to 50 mL.

***Note:*** Can be stored at 4°C for several years.

**Table:** Lysis Buffer 2

Reagent	Final concentration	Amount
Tris-HCl (1 M)	10 mM	0.5 mL
NaCl (5 M)	150 mM	1.5 mL
EDTA (100 mM)	1 mM	0.5 mL
SDS (10%)	0.3%	1.5 mL
Deionized water		46 mL
Total:		50 mL

***Note:*** Adjust pH to 8 before volume completion to 50 mL.

***Note:*** Can be stored at 22°C–25°C for several years.

**Table:** TAIL Buffer

Reagent	Final concentration	Amount
Tris-HCl (1 M)	10 mM	0.5 mL
NaCl (5 M)	100 mM	1 mL
EDTA (500 mM)	50 mM	5 mL
SDS (10%)	1%	5 mL
Deionized water		38.5
Total:		50 mL

***Note:*** Adjust pH to 7.5 before volume completion to 50 mL.

***Note:*** Can be stored at 22°C–25°C for several years.

## Step-by-step method details

### Cell harvest and crosslinking

**Timing: 1.5 h**

In this step, cells are harvested and fixed using 2% paraformaldehyde to preserve the landscape of DSBs.

1. Trypsinize cells and resuspend gently in 10% FBS media to get single-cell suspension.

**CRITICAL:** Throughout the protocol up to sonication of DNA pay attention to treating the cells gently to minimize mechanical shearing of the DNA.

2. 

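Within each of the 3 treated MCF-7 experiments, correlations between replicate libraries overlapped those between libraries of different conditions. Pearson's r of log2(CPM + 2) across 11189 genes, which are not independent replicates, ran from 0.747 to 0.978 over the 19 replicate pairs. In the E2 and plasmid experiment it was 0.758 to 0.796 within groups and 0.745 to 0.78 between groups. In the siRNA and plasmid experiment it was 0.799 to 0.926 within and 0.814 to 0.979 between groups, and in the E2 and siRNA experiment 0.887 to 0.926 and 0.86 to 0.922. HMLE replicate 1 had an r of 0.747 to 0.766 with the other 3 HMLE libraries. HMLE replicates 3 and 4 were the closest pair (r = 0.978). Summed breaks in snoRNA genes differed between the replicates of a group by 1.08-fold in TOP1 KD + E2 to 26.3-fold in control siRNA + RNase H OE (212 and 5561 CPM). In HMLE they ran from 31.2 to 23428 CPM.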

Count cells and make sure you have enough cells for at least two replicates per condition.

***Note:*** There will be loss in cells through the washes after fixation step, so we recommend re-counting the cells after fixation.

3. Spin cells for 300 × *g* for 5 min at 22°C–25°C.
4. Remove supernatant and re-suspend pellet in 10% FBS in 1× PBS to reach a concentration of 1 million cells per 1 mL.
5. Add 16% methanol-free formaldehyde to reach a final concentration of 2%.
6. Incubate tubes on a gently rocking shaker for exactly 10 min.
7. Quench formaldehyde by adding 2.5 M glycine to reach a final concentration of 125 mM glycine.
8. Incubate for exactly 5 min on a gently rocking shaker at 22°C–25°C.
9. Incubate samples for another 5 min on ice.
10. Pellet crosslinked cells at 300 × *g* for 10 min at 4°C.
11. Remove supernatant and wash with ice-cold 1× PBS.

***Note:*** Remove as much supernatant as possible without losing cells.

12. Repeat step 11.
13. Re-suspend pellet in ice-cold PBS to a concentration of 1 million cells per 1 mL and store crosslinked cells in 4°C for up to 2 weeks.

**CRITICAL:** Do not freeze cells, as ice crystals can cause mechanical shearing to the DNA.

***Note:*** We recommend re-counting the cells at this stage and use this concentration to pipet 1 million cells in the next step.

### Cell lysis for 1 million cells in suspension

**Timing: 2.5-3 h**

In this step, nuclei are extracted and lysed to prepare for DSBs labeling.

14. Pipette 1 million fixated cells to a Protein LoBind Eppendorf tube.
15. Spin for 5 min at 4°C, 300 × *g*. If cells don’t pellet well, 400 × *g* is possible.
  a. Remove supernatant using a pipette without disturbing the pellet.
  b. Wash pellet with cold PBS 1×.
  c. Repeat spin.
  d. Remove supernatant.
16. Resuspend pellet in 400 μL Lysis Buffer #1:

**Table:** Lysis Buffer #1

Reagent	Final concentration
Tris-HCl	10 mM
NaCl	10 mM
EDTA	1 mM
Triton X100	0.2%

PH = 8, storage at 4°C.

17. Incubate for 1 h on ice.
18. Pre-warm Lysis Buffer #2 at 37°C:

**Table:** Lysis Buffer #2

Reagent	Final concentration
Tris-HCl	10 mM
NaCl	150 mM
EDTA	1 mM
SDS	0.3%

PH = 8, storage at 22°C–25°C.

19. After 1 h: spin tubes for 5 min at 22°C–25°C, 300 × *g*.
20. Resuspend pellet in 400 μL Lysis Buffer #2.
  a. Seal tubes with parafilm.
  b. Incubate for 1 h at 37°C (heatblock or tissue culture incubator work well at this step), tap on the tube or invert at least 2–3 times during incubation.
21. Pre-warm freshly prepared CutSmart buffer at 37°C:

**Table:** **CutSmart Buffer** (prepare mix for 4 washes per sample, 2 now and 2 in step 28)

Reagent	Amount per sample (4 washes, 1600 μL)	Final concentration
rCutSmart 10×	160 μL	1×
Triton-X100 10%	16 μL	0.1%
H_2_O	1424 μL

22. After 1 h: spin tubes for 5 min at 22°C–25°C, 300 × *g*.
23. Resuspend pellet in 400 μL CutSmart buffer.
  a. Spin tubes for 5 min at 22°C–25°C, 300 × *g*.
  b. Remove supernatant using a pipette without disturbing the pellet.
  c. Repeat wash.

### Blunting and 16 h adapter ligation *in-situ* of DNA double-strand breaks

**Timing: 1.5 h, then 18–24 h**

In this step DSB ends are blunted to allow for blunt-end ligation of our BLISS adapters.

24. Prepare blunting mix at 22°C–25°C:

**Table:** Blunting Kit Mix (Quick Blunting Kit)

Reagent	Amount per sample (200 μL)
Quick Blunting Buffer 10×	20 μL
Recombinant Albumin (20 mg/mL)	1 μL
dNTPs 1 mM	20 μL
Quick Blunting enzyme mix	8 μL
H_2_O	151 μL

25. Resuspend pellet (nuclei) in 200 μL Blunting Kit Mix.
26. Incubate at 22°C–25°C for 1 h on a shaker.
27. After 1 h: Spin tubes for 5 min at 22°C–25°C, 300 × *g*.
28. Resuspend pellet in 400 μL CutSmart buffer.
  a. Spin tubes for 5 min at 22°C–25°C, 300 × *g*.
  b. Remove supernatant using a pipette without disturbing the pellet.
  c. Repeat wash.
29. Prepare ligation mix on ice:

**Table:** Ligation Mix (T4 ligase kit EL0011)

Reagent	Amount per sample (192 μL)
T4 ligase buffer 10×	20 μL
ATP 10 mM	24 μL
Recombinant Albumin (20 mg/mL)	15 μL
T4 ligase enzyme 5U/μL	10 μL
H_2_O	123 μL

30. Prepare PCR tubes with the appropriate predetermined BLISS adapter oligonucleotide prepared in advance (8 μL per sample will complete mix to 200 μL).

***Note:*** Each linker has a separate barcode to be recognized at the bioinformatic analysis and should be used for a different sample (BA1-10).

***Note:*** In our study we only used adapters BA1-10. However, more linker barcodes are available to order. If you have more samples than adapters, it is possible to separate samples bioinformatically based on combinations between BLISS adapters and Illumina PCR Index Primers (RPIX), if adapters with similar barcodes do not share the same RPIX Primer. Troubleshooting 1

31. Resuspend pellet (nuclei) in 192 μL ligation mix and transfer to the PCR tube containing the specific BLISS adapter (pipette a few times to mix).
32. Incubate in a Thermocycler (18–24 h) at 16°C.

### DNA extraction

**Timing: 1 h on day 2, 3 h on day 3, and 3 h on day 4**

This step accomplishes extraction and purification of DNA from nuclei, which will, in subsequent steps, be used to prepare libraries for sequencing.

33. Transfer the mix from PCR tubes to newly labeled DNA LoBind Eppendorf tubes.
34. Spin tubes for 10 min at 22°C–25°C, 300 × *g*.
35. Pre-warm freshly prepared CutSmart buffer at 37°C:

**Table:** **CutSmart Buffer** (prepare mix for 2 washes per sample)

Reagent	Amount per sample (2 washes, 800 μL)	Final concentration
rCutSmart 10×	80 μL	1×
Triton-X100 10%	8 μL	0.1%
H_2_O	712 μL

36. Remove supernatant using a pipette without disturbing the pellet.
37. Resuspend pellet in 400 μL CutSmart buffer.
  a. Spin tubes for 10 min at 22°C–25°C, 300 × *g*.
  b. Repeat wash in 400 μL CutSmart buffer.
38. Resuspend pellet in 200 μL TAIL buffer:

**Table:** TAIL Buffer

Reagent	Final concentration
TRIS	10 mM
NaCl	100 mM
EDTA	50 mM
SDS	1%

PH = 7.5, storage at 22°C–25°C.

39. Gently pipette 20 μL of Proteinase K by slowly releasing from the tip and surrounding the already resuspended pellet.
40. Seal tubes with parafilm and incubate at 55°C for 18–24 h in a pre-warmed heatblock.
41. Next day: Tap on tubes and make sure samples are clear. If not, add another 20 μL of Proteinase K to the tubes and keep at 55°C for 1–2 h until clear. Otherwise, proceed to heat inactivation of proteinase K.
42. In the meantime, take PCI mix bottle out of the fridge and equilibrate to 22°C–25°C for at least an hour.
43. Inactivate proteinase K in the heat block at 95°C for 10 m (take tubes out for the preheating to 95°C).
44. Let samples cool on the bench back to 22°C–25°C, do not use ice.
45. While working in a chemical hood, add an equal volume (220 μL or more, if extra Proteinase K was added) of PCI mix to tubes.
  a. Make sure tubes are locked and shake aggressively for 30 s. Do not vortex.
  b. Spin tubes for 15 min at 22°C–25°C, 20,000 × *g*.
46. Carefully bring the tubes back to the hood and collect the upper phase into a new DNA LoBind Eppendorf tube. Use a pipette to check the exact volume collected into each new tube.
47. Gently add an equal volume of Chloroform to the tube by slowly releasing from the tip.
  a. Make sure tubes are locked and shake aggressively for 30 s. Do not vortex.
  b. Spin tubes for 15 min at 22°C–25°C, 20,000 × *g*.
48. Carefully bring the tubes back to the hood and collect the upper phase into a new DNA LoBind Eppendorf tube. Use a pipette to check the exact volume collected into each new tube.
49. Add 1/10 of the measured upper phase volume of NaAc 3 M.
50. Calculate and add 3.7 μL per 100 μL glycogen 20 mg/mL to the tube (final concentration should be 0.5 μg/mL).
51. Calculate and add 2.45× volume of 100% cold ethanol.
52. Pipette well (make sure a white cloud of DNA is visualized) and store 18–24 h at −80°C (or until frozen if in a hurry to finish same day).
53. Next day: Spin tubes for 90 min at 4°C, 30,000 × *g*. 20,000 × *g* is also generally successful in this step. Make sure the pellet is observed.
54. Remove the supernatant and wash pellet with 70% cold ethanol (just add approx. 200 μL without pipetting).
  a. Spin tubes for 15 min at 4°C, 30,000 × *g* (or 20,000 × *g*).
  b. Repeat wash.
  c. Remove the supernatant.
55. Dry pellet, either by placing upside down or with help from a heat block at 50°C.
56. Resuspend pellet in 100 μL H2O.
57. Dissolve pellet/DNA by placing the tubes in a heat block at 50°C for 15 min and pipet the water every few minutes and follow the state of the pieces until clear.

**Pause point:** Tubes can be stored at −20°C at this stage.

### Preparing DNA for library prep: Sonication, ampure cleanup and TapeStation

**Timing: 2 h**

In this step, DNA is broken into more workable-sized fragments. Next, Ampure bead purification is applied to size-select and concentrate the samples, to be analyzed by TapeStation.

58. Sonicate the samples using the Covaris M220 system:
  a. Turn on the machine and select program “DNA350”.
  b. Place the holder appropriate for microTUBE in the designated spot and fill with water to the required level.
  c. Transfer the dissolved DNA to a Covaris appropriate microTUBE.
  d. Place each sample into the holder individually and apply the sonication program.
  e. Transfer the dissolved sonicated DNA to a fresh DNA LoBind Eppendorf tube.
  f. Measure the new volume in the tube and complete the volume back to 100 μL.
59. Purify and concentrate the DNA using Ampure bead according to the following:
  a. Warm Ampure XP beads for 30 min to 22°C–25°C.
  b. Add 0.8× ratio of beads to the tubes containing DNA (80 μL beads for 100 μL H2O).
  c. Pipette approximately 10 times or until mixed well.
  d. Close tubes and incubate 5–10 min at 22°C–25°C.
  e. Place tubes on magnetic stand, wait 2 min for solution to clear and remove sup.
  f. Wash twice with freshly prepared 80% ethanol, make sure ethanol sits for at least 30 s per wash.
  g. Remove sup and let beads dry on the magnetic stand for 5 min. Avoid cracking of the beads.
  h. Elute with H2O: remove tubes from the stand and resuspend beads in 12 μL H2O.
  i. Close tubes and incubate 5–10 min at 22°C–25°C.
  j. Place tubes on magnetic stand, wait 2 min for solution to clear and transfer sup to a fresh tube. Keep 10 μL, the remaining 2 μL are for TapeStation analysis (or BioAnalyzer profiling).

***Note:*** If the TapeStation data of sonicated DNA is good (size profile- 200–1,000 bp and concentration-at least 200 ng), proceed to IVT. Troubleshooting 2

***Note:*** From this point on, it is best to proceed all the way through to the end of the protocol, especially if the sample is RNA.

### Library prep I: *In-vitro* transcription (IVT)

**Timing: about 16 h**

This step utilizes the T7 promoter located on the BLISS adapter to eliminate sonicated DNA that was not labeled and thereby enrich for true DNA DSBs that were labeled *in-situ*. The DNA that is present up to this step is a mixture of labeled DNA fragments that resembles breaks, and unlabeled DNA fragments that were fragmented during sonication and are free of breaks. This step eliminates unlabeled DNA fragments by *in-vitro* transcribing the relevant DNA into RNA and using DNase to remove remaining unlabeled DNA.

60. Set up the IVT reaction at 22°C–25°C, using MEGAscript T7 Transcription kit:

**Table:** **IVT Mix** (DNA template not included yet)

Reagent	Amount per sample (200 ng, 20 μL reaction)	Notes
rATP	2 μL	Add rNTPs first and votex well before adding the rest of the mix components.
rCTP	2 μL	
rGTP	2 μL	
rUTP	2 μL	
10× MEGAscript reaction buffer	2 μL	After thawing keep at 22°C–25°C to avoid DNA precipitation.
T7 Enzyme mix	2 μL	
Ribosafe RNAse inhibitor 40 U/μL	0.5 μL	Not part of the kit, order separately.

Final mix volume per sample is 12.5 μL. Remaining 7.5 μL are reserved for 200 ng sample (and H2O if necessary to complete volume).

61. In a fresh PCR tube, add the volume calculated for 200 ng DNA sample and complete to 7.5 μL with H2O.

***Note:*** If 200 ng exceeds 7.5 μL or more than 200 ng (up to 400 ng) template is desired, upscale the reaction by doubling the amounts in the table, creating a 40 μL reaction with 15 μL reserved for sample+H2O.

62. Add 12.5 μL (or 25 μL, if upscaled) of IVT mix to each PCR tube containing sample.
63. Incubate in a Thermocycler 14–16 h at 37°C with lid set to 70°C.
64. Next day: Add 1 μL per 20 μL reaction of DNase I (from kit).
65. Incubate for 15 min at 37°C.

### Library prep II: Cleanup and concentration of labeled and transcribed RNA

**Timing: 1 h**

In this step, the RNA is cleaned, and volume concentrated, similar as the steps preformed on DNA in step 59 using ampure XP beads. Original protocol calls for RNAClean XP beads, however, we find that the DNA appropriate beads work just as well with RNA, and even better than the RNA-specific spin-column cleanup kit we originally used early on.

66. Transfer the IVT RNA to a fresh DNA LoBind Eppendorf tube.
67. Complete volume in the tube to 50 μL using H2O.
68. Purify and concentrate the DNA using Ampure bead according to the following:
  a. Warm Ampure XP beads for 30 min to 22°C–25°C.
  b. Add 1× ratio of beads to the tubes containing DNA (50 μL beads for 50 μL sample).
  c. Pipette approximately 10 times or until mixed well.
  d. Close tubes and incubate 10 min at 22°C–25°C.
  e. Place tubes on magnetic stand, wait 2 min for solution to clear and remove sup.
  f. Wash twice with 500 μL freshly prepared 80% ethanol, make sure ethanol sits for at least 30 s per wash.
  g. Remove sup and let beads dry on the magnetic stand for 5 min. Avoid cracking of the beads.
  h. Elute with H2O: remove tubes from the stand and resuspend beads in 7 μL H2O.
  i. Close tubes and incubate 10 min at 22°C–25°C.
  j. Place tubes on magnetic stand, wait 2 min for solution to clear and transfer sup to a fresh tube (from now on, work on ice!). Keep 5 μL in a PCR tube, the remaining 2 μL can be used for Qubit analysis.
69. Optional: Measure RNA concentration via Qubit, using the remaining 2 μL. This can be useful when starting out with the protocol, as a checkpoint to make sure IVT was successful, implying that adapter ligation was successful, as well. This can also be used later, in case of troubleshooting.

### Library prep III: Ligation of RA3 adapter (3′ Illumina small RNA adapter)

**Timing: 2.25 h**

At this point of the library prep, an adapter is required at the 3′ of barcoded RNA, to allow for use of Illumina primers during subsequent steps.

70. Add 1 μL of RA3 (10 μM) to the 5 μL of IVT RNA sample.
71. Incubate for 2 min at 70°C in a thermocycler, keep lid open.
72. Place samples on ice immediately after the 2 min, don’t wait for the thermocycler to cool.
73. Set up the RNA ligation mix on ice:

**Table:** RNA ligation Mix

Reagent	Amount per sample
10× RNA Ligase buffer	1 μL
RNaseOUT 40U/ μL (SSIII kit)	1 μL
T4 RNA Ligase truncated	1 μL
H_2_O	1 μL

74. Add 4 μL mix to the PCR tube containing 6 μL IVT RNA sample+RA3 (total volume should now be 10 μL).
75. Incubate for 2 h at 25°C in a thermocycler, keep lid unheated.
76. Restore samples to ice.

### Library prep IV: Reverse transcription via first strand Synthesis

**Timing: 1.5 h**

At this point in the protocol, our samples, currently in RNA form and adapted to use with Illumina primers, are ready to be reverse-transcribed back into DNA to allow for the next steps of PCR amplification, concentration + size selection and sequencing.

77. Add 2 μL of RTP (Reverse Transcription Primer, 10 μM) to the PCR tube containing 10 μL of sample (total volume should now be 12 μL).
78. Incubate for 2 min at 70°C in a thermocycler, keep lid open.
79. Place samples on ice immediately after the 2 min for at least 1 min, don’t wait for the thermocycler to cool.
80. Set up the Reverse Transcription mix on ice:

**Table:** RT Super Script III Mix

Reagent	Amount per sample
10× SSIII 1^st^ strand buffer	2.5 μL
dNTPs, 10 mM	1.25 μL
DTT 100 mM	2 μL
RNaseOUT 40 U/μL	2 μL
SSIII Enzyme	2 μL
H_2_O	3.25 μL

81. Add 13 μL of the mix to the PCR tube containing 12 μL of sample (total volume should now be 25 μL).
82. Incubate samples in a thermocycler, based on the following steps:

**Table:** 

Temperature	Time
50°C	1 h
80°C	10 min
4°C	hold

**Pause point:** Better practice is to finish everything in one go, however, tubes containing cDNA can be stored at −20°C at this stage.

### Library prep V: PCR amplification using RNA PCR Index Primers

**Timing: 1 h**

This step has a dual purpose: (1) Amplification of the cDNA to create a sufficient amount of library for sequencing, and (2) indexing the libraries using the RPIX primers, for sample separation in the Illumina sequencer.

83. Transfer half of the cDNA (12.5 μL) to a fresh DNA LoBind Eppendorf tube. Store the rest in −20°C.

***Note:*** PCR of half the cDNA should be sufficient in most cases for creating a good-sized library. It is also useful to keep a backup in case of troubleshooting.

84. To each cDNA sample add 10 μL of the selected 10 μM Illumina RNA PCR Index Primer (RPIX).

***Note:*** If possible, it is best to use different RPIX primers for different samples, allowing for easier de-multiplexing of the samples from the sequencer in the analysis stage. However, if there are more samples than primers, each primer can be used multiple times, using different combinations with the internal BLISS adapter index. As mentioned in step 30, it is possible to separate samples bioinformatically based on combinations between BLISS adapters and Illumina PCR Index Primers (RPIX), if adapters with similar barcodes don’t share the same RPIX Primer. Troubleshooting 1

85. Set up the PCR mix:

**Table:** Q5 II PCR Mix

Reagent	Amount per sample
2× NEBNext Ultra II Q5 mix	100 μL
RP1 (common primer, 10 μM)	10 μL
H_2_O	67.5 μL

86. Add 177.5 μL of the PCR mix to the tubes containing the half cDNA+ RPIX (total volume should now be 200 μL).
87. Mix well and distribute the 200 μL of sample into 4 PCR tubes containing 50 μL each.
88. Set up the following program in a thermocycler and run the samples:

**Table:** PCR cycling conditions

Steps	Temperature	Time	Cycles
Initial Denaturation	98°C	30 s	1
Denaturation	98°C	10 s	18 cycles
Annealing	60°C	30 s	
Extension	65°C	45 s	
Final extension	65°C	10 min	1
Hold	12°C	∞

89. When PCR reaction is completed, pool all 4 PCR tubes to a fresh DNA LoBind Eppendorf tube.

***Note:*** Make sure the volume is really 200 μL and complete to that volume with H2O if necessary.

**Pause point:** Better practice is to finish everything in one go, however, tubes containing PCR product can be stored at −20°C at this stage, especially since the next stage of double two-sided bead purification is a long step.

### Library prep VI: Double two-sided ampure bead purification of library

**Timing: 3–4 h**

This final step of the protocol eliminates DNA fragments with sizes that are not compatible with the sequencer, meaning, removal of both fragments that are longer than 1000 bp and shorter than 200 bp. This step is one that requires much caution and concentration, to not accidently lose the sample and it is recommended to read more about size selection via bead purification to get a better sense of the following steps.

90. Warm Ampure XP beads for 30 min to 22°C–25°C.
91. Perform two-sided Ampure bead purification and concentration according to the following:
  a. Add 0.5× ratio of beads to the tubes containing DNA (100 μL beads for 200 μL sample, this ratio will bind the longer than desired fragments).
  b. Pipette approximately 10 times or until mixed well.
  c. Close tubes and incubate 15 min at 22°C–25°C.
  d. Place tubes on magnetic stand, wait 2 min for solution to clear and transfer sup to a fresh tube.
  e. Add 0.25× ratio of beads to the tubes containing DNA (50 μL beads for 300 μL sample+PEG, this ratio will complete the PEG ratio to 0.75× size selection, regardless of the number of beads in the solution, and will bind the desired fragments).
  f. Pipette approximately 10 times or until mixed well.
  g. Close tubes and incubate 15 min at 22°C–25°C.
  h. Place tubes on magnetic stand, wait 2 min for solution to clear and remove sup.
  i. Wash twice with 700 μL freshly prepared 80% ethanol, make sure ethanol sits for at least 30 s per wash.
  j. Remove sup and let beads dry on the magnetic stand for 5 min. Avoid cracking of the beads.
  k. Elute with H2O: remove tubes from the stand and resuspend beads in 50 μL H2O.
  l. Close tubes and incubate 15 min at 22°C–25°C.
  m. Place tubes on magnetic stand, wait 2 min for solution to clear and transfer sup to a fresh tube (50 μL H2O now contain the elution of the first two-sided cleanup).
92. Repeat two-sided Ampure bead purification and concentration according to the following (same steps as first cleanup, with different volumes):
  a. Add 0.5× ratio of beads to the tubes containing DNA (25 μL beads for 50 μL sample).
  b. Pipette approximately 10 times or until mixed well.
  c. Close tubes and incubate 15 min at 22°C–25°C.
  d. Place tubes on magnetic stand, wait 2 min for solution to clear and transfer sup to a fresh tube.
  e. Add 0.25× ratio of beads to the tubes containing DNA (13 μL beads for 75 μL sample+PEG, completing ratio to 0.75× size selection).
  f. Pipette approximately 10 times or until mixed well.
  g. Close tubes and incubate 15 min at 22°C–25°C.
  h. Place tubes on magnetic stand, wait 2 min for solution to clear and remove sup.
  i. Wash twice with 500 μL freshly prepared 80% ethanol, make sure ethanol sits for at least 30 s per wash.
  j. Remove sup and let beads dry on the magnetic stand for 5 min. Avoid cracking of the beads.
  k. Elute with H2O: remove tubes from the stand and resuspend beads in 21 μL H_2_O.
  l. Close tubes and incubate 15 min at 22°C–25°C.
  m. Place tubes on magnetic stand, wait 2 min for solution to clear and transfer sup to a fresh tube (21 μL H2O now contain the final library).

***Note:*** Incubation times and volumes can be changed based on specific needs and experience.

***Note:*** Avoid low library concentrations.

***Note:*** The final libraries can now be analyzed via TapeStation and Qubit analyses. The results of size distribution and concentration will provide relevant data for pooling samples for sequencing (will vary based on sequencer and facility). Troubleshooting 3 + 4.

## Expected outcomes

This protocol contains multiple points to validate that the previous steps were successful. In the table below are the main checkpoints during the protocol and the expected outcomes.

**Table:** 

Checkpoint step	Expected outcome
Cell counting after fixation	No more than 50% loss in the original number of cells
Tapestation after sonication and first cleanup	At least 100 ng of total DNA with a peak size of 200–300 bp
Qubit after IVT and beads cleanup	At least 20 ng of total RNA
Tapestation and Qubit after library preparation	>3 ng/μL DNA with a peak size of 200–300 bp.

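Breaks per gene were analysed in 30 sBLISS libraries from 3 human breast epithelial cell lines. MCF-7 is an estrogen receptor positive breast cancer line, and HMLE and MCF-10A are immortalised lines of normal breast origin. In the siRNA and plasmid experiment, MCF-7 cells received control siRNA or TOP1 siRNA (TOP1 KD) for 48 h, with an empty vector (EV) or an RNase H plasmid (RNase H OE). TOP1 encodes topoisomerase I, and RNase H degrades the RNA of R-loops. In the E2 and plasmid experiment, MCF-7 cells were hormone starved for 48 h and given vehicle or 100 nM estradiol (E2) for 1 h. Both came with the empty vector, and the RNase H plasmid was combined with E2 only. In the E2 and siRNA experiment, with the same starvation, control siRNA was combined with vehicle or E2, and TOP1 siRNA with E2 only. Neither of these experiments can thus tell whether the effect of RNase H OE or TOP1 KD depends on E2. MCF-7 cells in G1 were kept in serum-free medium for 72 h and released for 5 h. MCF-10A cells were wild type (WT) or transformed with RAS. HMLE gave 4 libraries and each of the other 13 groups gave 2. The deposited value is CPM, the deduplicated break ends in a gene scaled to the total of the library. In every library, 100% of the gene values were a whole number of reads to within 0.1 read. Library totals ran from 332719 to 8011749 reads, with a median of 1041136. Reads summed over annotated genes came to 49.3% to 59.6% of these totals, and a read in overlapping genes counts more than once. A gene with 0 reads could hold up to 0.374 to 9.02 CPM, depending on the library, and this limit covers counting error only. Genes with a mean of at least 10 CPM over the libraries of a comparison's fit were tested with limma on log2(CPM + 2) after TMM scaling, with Benjamini-Hochberg adjustment. Log2 fold changes are on this scale, which shrinks changes in genes with few reads. The p-values measure the spread between these libraries only, since nothing states that replicates came from separate cultures. The 11 gene lists and the rule for naming genes were fixed before the data were examined.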

Data generated from sBLISS differ from data generated by ChIP-seq (e.g., γH2AX ChIP-seq) mainly in that the signal is the start of the sequence (where the labeled break is) and not the whole read. Therefore, regions with high breaks will not appear as gradual peaks as in ChIP-seq but rather as sharp sites of break-prone DNA (Figure 1).

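VMP1, the gene that contains MIR21, was among the most broken genes of MCF-7, and breaks were concentrated at MIR21 within it. In MCF-7 with control siRNA and EV, BCAS3 and NCOA3, in the 17q23 and 20q13 regions, had the highest CPM of the ranked genes. Neither was among the 20 highest per kb of genes of at least 1 kb. VMP1 held fewer breaks in HMLE and MCF-10A. VMP1 also lies in 17q23, and both regions are known to be amplified in MCF-7. Copy number was not measured, so more copies cannot be told from more breaks per copy. VMP1 lies on chromosome 17 of GRCh38 from 59707654 to 59842255, and MIR21 lies inside it from 59841266 to 59841337, so reads in MIR21 also count for VMP1. In MCF-7 with control siRNA and EV, VMP1 held 403 ± 157 CPM (SD, n = 2), which is rank 85 in replicate 1 and rank 35 in replicate 2 among 27002 genes. VMP1 stood at percentile 99.8 of all genes by CPM and 97.7 by CPM per kb, and the short MIR21 at percentile 25.2 by CPM and 99.7 by CPM per kb. With 73 bases, MIR21 ranks high per kb on very few reads. A single read in an HMLE or MCF-10A library put it at rank 209 per kb. MIR21 held 7 of the 1473 VMP1 reads, or 0.475% (exact 95% interval 0.191% to 0.977%), in 0.0542% of the length of VMP1. This is an 8.77-fold excess over an even spread (3.53 to 18.0). Over all 22 MCF-7 libraries, MIR21 held 53 of 11071 VMP1 reads (0.479%, exact 95% interval 0.359% to 0.626%), and 15 of these libraries had a read there. In the 8 HMLE and MCF-10A libraries it held 2 of 1055 VMP1 reads, a 3.5-fold excess over an even spread (0.424 to 12.6). That interval is too wide to tell whether the concentration differs from MCF-7. VMP1 held 66.1 ± 41.9 CPM in HMLE (SD, n = 4) and 67.2 ± 4.75 CPM in MCF-10A WT (SD, n = 2). Its log2 fold change was 2.58 in MCF-7 over HMLE (standard error 0.43, adjusted p = 0.0114 from limma) and 2.41 over MCF-10A (standard error 0.50, adjusted p = 0.0201 from limma). Neither call held without control siRNA + EV replicate 1 (2.24 and 2.02) or replicate 2 (2.92 and 2.74), and the MCF-10A call also failed without MCF-10A WT replicate 1 (2.26) or 2 (2.52). BCAS3 held 2509 ± 679 CPM, NCOA3 1475 ± 467 CPM and PVT1 1296 ± 573 CPM (SD, n = 2 each) in MCF-7 with control siRNA and EV. Of the 20 genes with the highest CPM in that group, 8 were on the lists of 17q23 and 20q13 genes. The same number was 1 in HMLE and 0 in MCF-10A WT. Per kb, among genes of at least 1 kb, the mitochondrial rRNA gene RNR2 led with 272 ± 29.0 CPM per kb. TALAM1 followed with 122 ± 50.5 and MALAT1 with 114 ± 47.1 (SD, n = 2 each). TALAM1 is the antisense transcript of MALAT1, so the 2 can share reads. Shorter genes were not ranked, and SNORD3A, with 1372 CPM in 218 bases, held more per kb than RNR2. Since the signal is the labelled break and not the whole read, the paper reasons that break-prone regions appear as sharp sites.

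**Figure D2:**
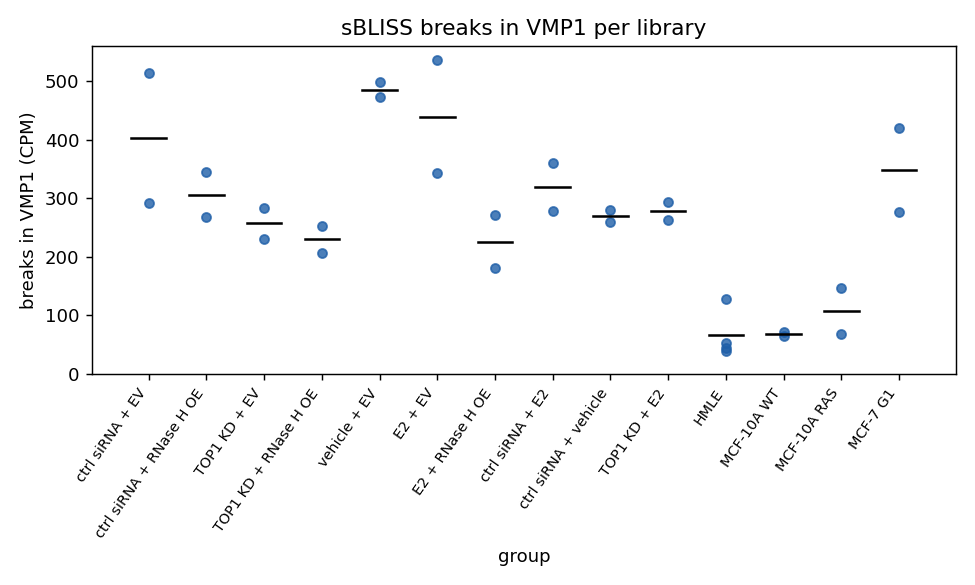
Breaks in VMP1 (CPM, vertical axis) in each sBLISS library, by group (horizontal axis). Each point is 1 library and each black line a group mean, at 403 CPM for MCF-7 with control siRNA and EV, 66.1 CPM for HMLE and 67.2 CPM for MCF-10A WT.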

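In MCF-7 with control siRNA and EV, estrogen receptor targets, luminal genes and breast cancer driver genes had higher break levels than random genes of similar length, and basal genes and genes of other tissues did not. Transcription was not measured here. The median CPM of each list was set against 10000 random lists of genes of similar length in that group. Estrogen receptor target genes had a median 2.18 times that of the random lists (percentile 100), luminal genes 1.85 times (percentile 99.7) and breast cancer driver genes 1.73 times (percentile 99.96). Abundantly transcribed genes stood at 8.33 times, immediate early genes at 3.07 times and very long genes at common fragile sites at 1.68 times, all at percentile 100. The longest genes could only be drawn against the 201 longest, which are mostly shorter than they are. CPM rose with gene length across genes (Spearman's rho 0.897 and 0.917 in replicate 1 and 2). The excess of very long genes thus cannot be told from an effect of length. Genes of 17q23 and 20q13, regions known to be amplified in MCF-7, stood at 6.03 and 5.20 times, also at percentile 100. Estrogen receptor targets stood lower in some other MCF-7 groups, down to percentile 88.0 in TOP1 KD + RNase H OE and 92.5 in control siRNA + vehicle. Driver genes were also above random genes in MCF-10A WT, at 1.38 times (percentile 99.0). Basal genes stood at 0.758 times the random median in MCF-7 (percentile 13.1) and at 3.19 times in MCF-10A WT (percentile 100). Genes induced by RAS and MAPK signalling stood at percentile 74.8 in MCF-7 and at percentile 99.99 in MCF-10A WT. Genes of other tissues stood at 0.815 times in MCF-7 (percentile 21.4) and at 0.50 times in MCF-10A WT (percentile 0.73). Without length matching, immediate early genes, which are short, fell to percentile 26.5 in MCF-7 and basal genes stood at 57.9. Without control siRNA + EV replicate 1 or 2, basal genes ranged from percentile 2.25 to 40.5, RAS and MAPK genes from 16.8 to 75.7 and genes of other tissues from 11.8 to 54.5.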

**Figure 1:**
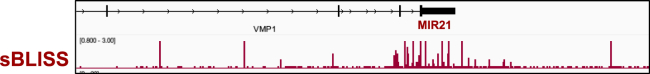
Genome browser snapshot of sBLISS signal at one of the highest physiological break-prone regions in MCF7, *MIR21* gene

For more example of how sBLISS data can be presented and interpreted, please refer to the associated manuscript.^1^

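Estrogen receptor target genes as a group had higher break levels after 1 h of E2 in both MCF-7 experiments, and in each the call rested on 1 E2 library. No target was called alone, and both list calls were lost with an estimated correlation (adjusted p = 0.938). The same 2 libraries were also higher than their replicates at loci that are not on the target list. NEAT1 held 448 and 164 CPM in E2 + EV replicate 1 and 2, and 399 and 56.9 CPM in control siRNA + E2 replicate 1 and 2. MALAT1 held 564 and 207 CPM, and 1731 and 155 CPM, in the same libraries. Of the single genes that passed the test, SNORD30 and SNHG1 moved opposite ways in the experiments. In the E2 and plasmid experiment, 21 of 23 target genes had a positive log2 fold change, with a median of 0.79 (adjusted p = 2.89e-05 from limma's camera, adjusted p = 0.938 with an estimated correlation). None was called alone, and 3 were higher when adjusted over the list alone. Over the 30 listed targets, the median was 38.7 and 17.4 CPM in E2 + EV replicate 1 and 2, and 16.5 and 18.4 CPM in vehicle + EV replicate 1 and 2. Without E2 + EV replicate 1 the median log2 fold change of the tested targets was 0.26 and the call was lost. GREB1 held 431 and 98.9 CPM in E2 + EV and 34.9 and 46.7 CPM in vehicle + EV. With control siRNA, 22 of 25 targets were positive, with a median of 0.59 (adjusted p = 7.05e-04 from camera, adjusted p = 0.938 with an estimated correlation). None was called alone or when adjusted over the list alone. The median over targets was 31.9 and 18.2 CPM in control siRNA + E2 replicate 1 and 2, and 15.6 and 15.1 CPM with vehicle. Without control siRNA + E2 replicate 1 it was 0.01 on the log2 scale and the call was lost. GREB1 held 152 and 62.8 CPM with E2 and 51.0 and 60.4 CPM with vehicle. CD53, which encodes a leukocyte membrane protein, held 7.56 ± 4.33 CPM in E2 + EV and 680 ± 68.6 in vehicle + EV (SD, n = 2 each), a log2 fold change of -6.22 (standard error 0.64, adjusted p = 0.00677 from limma). SNORD30, a snoRNA gene inside SNHG1, held 675 ± 397 and 5667 ± 2660 CPM in these groups (log2 fold change -3.10, adjusted p = 0.0337 from limma). With control siRNA, SNORD30 instead held 316 ± 218 CPM with E2 and 51.1 ± 4.44 with vehicle (log2 fold change 2.28, adjusted p = 0.00322 from limma). There, SNORD62A fell by 6.22 (adjusted p = 1.79e-05 from limma), and SNORD14D and HSPA8, the gene that contains it, fell by 5.69 and 3.58 (adjusted p = 3.71e-05 and 0.00304 from limma).

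**Figure D3:**
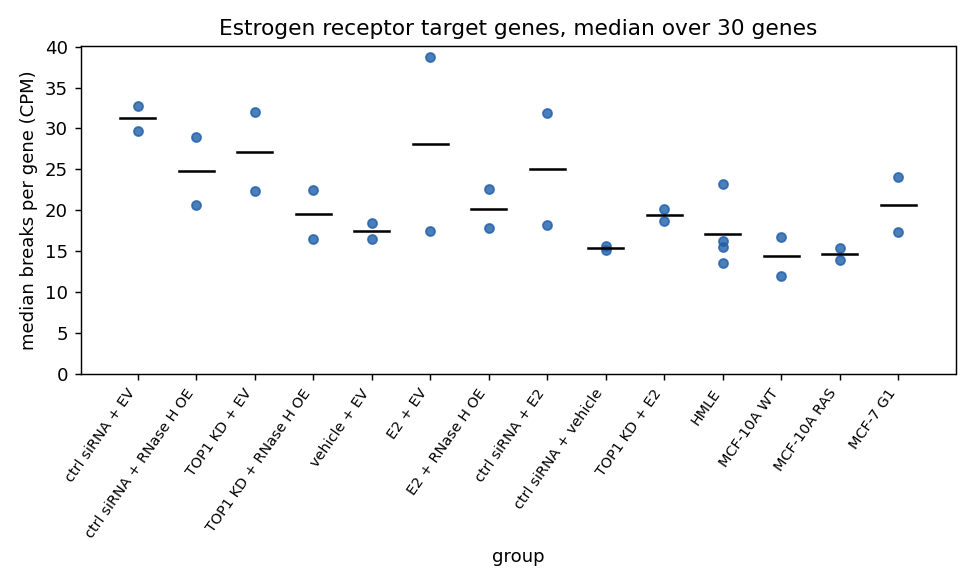
Median breaks per gene (CPM, vertical axis) over 30 estrogen receptor target genes in each library, by group (horizontal axis). Each point is 1 library and each black line a group mean, and E2 + EV replicate 1 (38.7 CPM) and control siRNA + E2 replicate 1 (31.9 CPM) lie above the vehicle libraries, at 15.1 to 18.4 CPM.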

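The number of genes that E2 changed was small where each experiment was fitted by itself, and it depended on single libraries and on the fit. With EV, limma called 1 gene higher and 4 lower of 10099, edgeR none higher and 1 lower, and DESeq2 12 higher and 20 lower. Without TMM scaling limma called none higher and 1 lower. In 1 fit of all 30 libraries it called 148 higher and 84 lower with EV, and none with control siRNA. The 1 gene higher was TIAF1, at least 26.9-fold, and SNHG1 and SNORD18C, inside RPL4, completed the 4 lower with CD53 and SNORD30. The 5 calls became 0 without vehicle + EV replicate 1. They turned to mostly higher, with 41 higher and 12 lower without E2 + EV replicate 1 and 19 higher and 4 lower without replicate 2. Without vehicle + EV replicate 1 all 5 lost their calls (CD53 -6.09, SNORD30 -3.57, SNHG1 -3.38, SNORD18C -3.96 and TIAF1 5.98), and CD53 kept its call in every other case. Without vehicle + EV replicate 2 SNORD30 (-2.64), SNHG1 (-2.45), SNORD18C (-4.08) and TIAF1 (5.97) lost theirs. Without E2 + EV replicate 2 SNORD30 (-2.56), SNHG1 (-2.31) and TIAF1 (7.15) did, and without replicate 1 TIAF1 (4.80). Without E2 + RNase H OE replicate 1 SNORD18C (-4.03) and TIAF1 (5.98) lost their calls. With control siRNA, limma called 2 genes higher and 9 lower of 10213, edgeR 2 and 11, and DESeq2 none and 7. The 11 calls became 1 and 17 without control siRNA + vehicle replicate 1 and 2, 30 (2 higher) and 56 (47 higher) without control siRNA + E2 replicate 1 and 2, and 5 and 4 without TOP1 KD + E2 replicate 1 and 2. SNORD62A kept its call without any 1 library. SNORD14D (-5.38) and HSPA8 (-3.24) lost theirs only without control siRNA + vehicle replicate 1. SNORD30 lost its call without control siRNA + vehicle replicate 1 (2.38) or 2 (2.18) and without TOP1 KD + E2 replicate 1 (2.28) or 2 (2.29). On simulated data with 200 changed genes, limma found 10.4% of genes changed 4-fold among 9515 genes in the E2 and plasmid experiment. It found 65.7% among 9844 genes in the E2 and siRNA experiment. These shares do not hold where few genes change, since many changed genes ease the adjusted threshold.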

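MCF-7 cells in G1 had more breaks than MCF-7 cells with control siRNA and EV at SNORD30, RPS2 and several 5S rRNA genes, and fewer at the estrogen receptor target GREB1. In RAS-transformed MCF-10A, 1 gene, HSPA8, passed the test, and most of its reads in each WT library lay in a different snoRNA gene inside it. SNORD30 held 2012 ± 463 CPM in G1 and 11.5 ± 7.11 CPM in MCF-7 with control siRNA and EV (SD, n = 2 each), a log2 fold change of 7.45 (standard error 0.34, adjusted p = 1.05e-06 from limma). SNORD30 also varied widely in MCF-7 cells that were not synchronised, with 907 and 3.74 CPM in control siRNA + RNase H OE and 3786 and 7548 CPM in vehicle + EV, so its level is not specific to G1. Summed snoRNA genes held 8619 and 10368 CPM in G1 and 4348 and 3151 CPM in the compared cells. The 5S rRNA genes RNA5S12, RNA5S5, RNA5S4 and RNA5S1, whose copies may share reads, were at least 130-fold, 128-fold, 112-fold and 108-fold higher. RPS2, a ribosomal protein gene, held 43.2 ± 6.69 and 7.91 ± 0.27 CPM (log2 fold change 2.31, adjusted p = 0.0158 from limma), and its call was lost without G1 replicate 1 (2.14). GREB1 had a log2 fold change of -2.44 (standard error 0.43, adjusted p = 0.0224 from limma) and also lost its call without G1 replicate 1 (-2.09). Of 25 estrogen receptor targets, 1 was lower and none higher (3 lower when adjusted over the list alone, median -0.40, adjusted p = 0.0164 from camera, adjusted p = 0.938 with an estimated correlation). Of 20 very long genes, 18 were positive and 1, IMMP2L, was called (1 when adjusted over the list alone, median 0.37, adjusted p = 0.00805 from camera, adjusted p = 0.938 with an estimated correlation). IMMP2L had a log2 fold change of 1.00 (adjusted p = 0.0418 from limma) and lost its call without control siRNA + EV replicate 2 (0.95), G1 replicate 1 (1.04) or G1 replicate 2 (0.93). The targets' call failed without control siRNA + EV replicate 1 (-0.07) and G1 replicate 1 (-0.25), and that of the long genes without the same libraries (0.21 and 0.22). Of 11243 genes, 122 were higher and 22 lower in G1, against 41 and 2 without TMM scaling, 103 and 5 in DESeq2 and 221 and 38 in edgeR, and the split turned to 209 higher and 479 lower without G1 replicate 2 (688 calls). With no filter on low values limma called none, which ends the calls above, with SNORD30 at 7.38 and RPS2 at 2.25. Without TMM scaling the median of all genes was -0.17. G1 had no control of its own, so synchronisation and the siRNA and vector of the compared cells cannot be separated. HSPA8 held 115 ± 38.7 CPM in RAS-transformed MCF-10A and 3149 ± 880 in WT (SD, n = 2 each), a log2 fold change of -4.82 (standard error 0.43, adjusted p = 0.0268 from limma). SNORD14D and SNORD14E, inside HSPA8, held 1887 ± 2464 and 1159 ± 1610 CPM in WT. HSPA8 held 2526.5 CPM in WT replicate 1, mostly at SNORD14E, and 3770.6 CPM in replicate 2, mostly at SNORD14D. Neither site was thus repeated between the 2 WT libraries. Summed snoRNA genes held 31090 and 9514 CPM in WT and 8053 and 4882 CPM in RAS-transformed cells. Of 17 basal genes, none was called alone and 3 were higher when adjusted over the list alone, with a median of 0.49 (adjusted p = 1.40e-04 from camera, adjusted p = 0.938 with an estimated correlation). This call failed without MCF-10A WT replicate 2 (0.21) and without RAS replicate 2 (0.20). The 17 RAS and MAPK targets had a median of 0.23 and were not called (adjusted p = 0.0994 from camera). In the RAS comparison limma called no gene higher and 1 lower of 11080, with 218 at an unadjusted p under 0.05, edgeR called none, and DESeq2 called 4 higher and 5 lower. The HSPA8 call was lost without WT replicate 2 (-4.49), RAS replicate 1 (-5.22) or RAS replicate 2 (-4.42). The count was 0 without WT replicate 2 or RAS replicate 2, and 7 without WT replicate 1.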

## Quantification and statistical analysis

### Analysis of the sequencing data

**Timing: 2–10 days depending on sample size**

***Note:*** Analysis is performed within Linux environment unless stated otherwise. In all snippets, the format <CAPITAL LETTERS> is a description of the variable rather than the variable itself.

***Note:*** The outcome of standard Illumina sequencing may be a set of FASTQ files with several samples multiplexed within each FASTQ file. The internal index distinguishing between multiplexed samples and the Unique Molecular Identifier (UMI) are both embedded within the FASTQ sequences.

1. Use the following Python3-based snippet as a guideline for extracting the internal index and UMI.

# Run through FASTQ entries. For each entry create four

# FASTQ component lines: line1 (header), line2 (sequence),

# line3 and line4 (base quality).

> UMI = line2[:8]

> Internal_Index = line2[8:16]

> line1 = line1 + “+” + Internal_Index + “+” + UMI

> line2=line2[16:]

> line4=line4[16:]

# Write these modified four-line FASTQ as an entry to the sample

# which is identified by the Internal_Index.

**CRITICAL:** Of particular importance is the separator “+” between UMI and left-hand-side of the header line (line1). This separator will be used in downstream analysis for de-duplicating breaks based on location and UMI.

***Note:*** Base errors may occur within the Internal index. Depending on the list of possible internal indices, one or two errors may be acceptable. Calculate the number of discrepancies between the actual index and a target index with the following Python3 command:

> discrepancies=sum(x1!=x2 for x1,x2 in zip(actual,target))

Apply steps 94–97 to evaluate, preprocess, filter, map and de-duplicate each of the FASTQ files.

2. Use fastqc to assess base quality along the reads, sequencer tile quality, nucleotide content distribution, read length distribution, estimated duplication level and adapter contamination.

> fastqc –outdir <DIR> <FILENAME(S)

3. Use Trim_galore to trim low quality bases, remove contaminating adapter sequences and filter out reads which are too short

> trim_galore -q 20 –length 20 --output_dir <DIR> <FILENAME(S)>

4. Additionally, if required, enforce trimming of a specific adapter sequence with the “adapter” flag.

> trim_galore -q 20 –length 20 --output_dir <DIR> ∖

--adapter <STRING> <filename(s)>

***Note:*** Optionally, perform post quality assessment with fastqc, either as a separate step or as part of trim_galore operation.

5. Use hisat2 to map pre-processed sequencing reads to your reference genome. You can also use alternative genome aligners such as star, bowtie2 or BWA. Prior to mapping, prepare your assembly-specific index file. Preferably download the index file from https://daehwankimlab.github.io/hisat2/download/. For non-standard genomes, you can also prepare a custom index.

> hisat2_build <GENOME FASTA FILE/S> <OUTPUT-DIR>

6. Once index file is available, perform mapping to the genome and follow this step with the creation of a sorted and indexed BAM file. Use the following code snippet as a guideline.

> hisat2 -x <INDEX FILE> -U <FASTQ FILE(S) -S <OUTPUT SAM FILE>∖

--no-spliced-alignment --no-unal --new-summary ∖

--summary-file <OUTPUT SUMMARY FILE>

> samtools view -bS <SAM FILE> | samtools sort -o <BAM FILE>

> samtools index -b <BAM FILE>

7. Discard reads which are assumed to be artificial PCR duplicates (same position and same UMI) and create a deduplicated BAM file.

> umi_tools dedup --output-stats=<STATUS REPORT> -I <BAM FILE> ∖

-S <OUTPUT BAM DEDUPLICATED FILE> --umi-separator="+"

Follow steps 100–101 to create other forms of BREAK files from the de-duplicated BAM file.

8. Create A BED file from the de-duplicated BAM file.

> bedtools bamtobed -i <BAM DEDUPLICATED FILE"> <OUTPUT FLAT BED FILE>

***Note:*** The resulting BED file is “flat”, meaning each BAM line is reported separately irrespective of coordinates.

9. The following R-based snippet performs four tasks:
  a. Creates a BREAK bed file of widths 1. This bed file is created from the start site of each entry (on the + strand) or from the end site (on the – strand).
  b. Aggregates all breaks falling at the same genomic location into a new score entry.
  c. Creates a new BREAK BED file.
  d. Aggregates breaks from both strands to create a new BREAK BEDGRAPH file.

# bDF is a data frame holding the flat BED file with the

# following columns: CHR, START, END, ID, SCORE, STRAND

# BDF1 holds the final BED file and BDF2 holds the final

# BEDGRAPH file.

> bDF[bDF$STRAND=="+",]$END <- bDF[bDF$STRAND=="+",]$START +1

> bDF[bDF$STRAND=="-",]$START <- bDF[bDF$STRAND=="-",]$END -1

> bDF1 <- aggregate(SCORE∼.,bDF,sum)

> bDF2 <- aggregate(SCORE∼.,bDF1,sum)

10. In addition to the BREAK BED and BEDGRPH files, a BIGWIG file is recommended for downstream analysis. Create the BIGWIG file using the following command.

> bedGraphToBigWig <BEDGRAPH FILE> <CHR SIZES> <OUTPUT BIGWIG FILE>

***Note:*** You may be required to pre-sort the BEDGRAPH file.

> sort -k1,1 -k2,2n <BEDGRAPH FILE> > <SORTED BEDGRAPH FILE>

**CRITICAL:** <CHR SIZES> is two column table with the first column holding chromosome names and second column is the sizes per chromosome. For hg38 assembly, the table can be downloaded from: https://hgdownload.cse.ucsc.edu/goldenpath/hg38/bigZips/.

11. Downstream analysis with BIGWIG files

Two examples for downstream analysis in R-environment are now described.

First, the extraction of unwanted genomic regions (for example a blacklist of regions).

> library rtracklayer

> smp <- import(<BIGWIG SAMPLE>,format=”bigwig”)

> bls <- import(<BLACKLIST IN BED FORMAT>,format=”bed”)

> Overlaps <- data.frame(findOverlaps(smp,bls))[1,]

> filtered_smp <- smp[-Overlaps]

Second, counting breaks in consecutive genomic tiles.

> library rtracklayer

> library(BRGenomics)

> smp <- import(<BIGWIG SAMPLE>,format=”bigwig”)

> tiles <- tileGenome(<CHR_SIZES>,tilewidth=<WIDTH OF TILE>)

> counts <- getCountsByRegions(smp,tiles,field="score")

> Overlaps <- data.frame(findOverlaps(smp,bls))[1,]

> filtered_smp <- smp[-Overlaps]

## Limitations

Although sBLISS is a versatile and flexible method for detecting endogenous or induced DNA DSBs, it has certain limitations. Firstly, it is possible that some of the DSB identified by sBLISS are introduced during cell harvesting or sample preparation. To avoid this problem, cells and nuclei should be treated gently especially before break labeling step. Moreover, it is worth trying different centrifugation speeds and fixation conditions (time and concentration), a general rule is that less centrifugation speed and shorter fixation time would lead to the least amount of introduced breaks, however, this would also lead to less pelleted cells and less efficient centrifugation, so finding the sweet spot of centrifugation and fixation conditions is necessary for each cell type used to minimize unnecessary noise. Another limitation of sBLISS is the lack of proteinase K digestion step before DSBs labeling, which would make DSBs ends that are bounds by proteins that prevents the ligation of adapters undetectable. However, we didn’t find that this prevented the detection of breaks at sites that are known to be bound by repair proteins. additionally, sBLISS cannot detect the exact number of DSBs per cell. To do so, the method qDSB-seq can be integrated with sBLISS protocol in order to use spike-in DSBs, which would allow accurate normalization of the data and better ability to compare absolute DSBs numbers between samples.^1^

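Library totals varied widely within conditions, and no comparison of totals passed a test. The highest ratio of geometric mean totals was 2.31, for RNase H OE over EV with control siRNA, and the lowest was 0.17, for RNase H OE over EV with TOP1 siRNA. TOP1 KD over control siRNA with EV gave 1.90, and E2 over vehicle gave 1.94 in the E2 and plasmid experiment and 2.02 in the E2 and siRNA experiment. In exact permutation tests of log totals (2-sided), p ran from 0.333 to 1.0 over the 12 comparisons, and 2 libraries against 2 cannot give less than 0.333. In 6 comparisons, p was at that limit because the totals of the groups did not overlap. Against the 4 HMLE libraries the exact permutation test cannot give less than 0.133, and it gave p = 0.80 for MCF-7 and p = 0.40 for MCF-10A. Within groups, the higher total was up to 5.29 times the lower in TOP1 KD + EV, and the highest was 7.57 times the lowest in HMLE. The totals of CPM values are fixed by the scaling, so the values compare genes within a library and not the number of DSBs per cell.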

## Troubleshooting

### Problem 1: Difficulty de-multiplexing of samples

Related to steps 30 and 84.

Some BLISS adapter barcode sequences are more similar to each other than others. Keeping in mind that sequencing machines can substitute bases, when bioinformatically de-multiplexing the samples into separate files, it is possible to mislabel some of the reads. This scenario becomes more likely in a case where two samples with similar barcode sequences also contain the same RPIX primer.

### Potential solution

• When planning a BLISS experiment, it is best if each sample has their own Barcode index and RPIX index. This is not always the feasible, especially when there are more samples than barcodes. In that case, more cautionary planning is required to be sure the multiplexing and sample separation will be most ideal.
• In the simple case in which there is more than one sample with the same barcode, it is important to make sure each one is paired with a different RPIX primer.
• Furthermore, samples with different barcodes which are similar, should also be paired with distinct RPIX primers. Of the 10 barcode sequences we worked with, BA1-BA10, it is best to avoid using the same RPIX primer for BA1,5,9, for BA2,6,10, for BA3,7 and for BA4,8. If other adapter sequences are to be used, best practice is to consult with the person who will do the de-multiplexing and alignment before starting the protocol.

### Problem 2: Not enough DNA to proceed to IVT

Related to step 59.

When analyzing the sonicated DNA after extraction, it is possible that the total amount of DNA in the 10 μL is less than the 200 ng required for IVT.

### Potential solution

• It is possible to proceed to IVT with less than 200 ng, but best to avoid using less than 100 ng. If the amount of DNA extracted is > 100 ng, you can use the entire 10 μL for IVT, opting for a 40 μL reaction. Calculate the amount of ng in the “limiting” (lowest conc.) sample and use the same amount for the rest of the samples.
• Try to proceed to the BLISS protocol as soon as possible post cell fixation to ensure cells are not contaminated or in state of debris.
• Start with more cells and upscale the protocol appropriately.
• Increase incubation times with ampure beads to ensure the maximum yield.

### Problem 3: Library has fragments too small/big

Related to step 92.

Final library, visualized by TapeStation or BioAnalyzer, should depict DNA fragments of 200–1000 bp. The DNA should be a relatively clean bell-shaped plot as shown in Figure 2.

**Figure 2:**
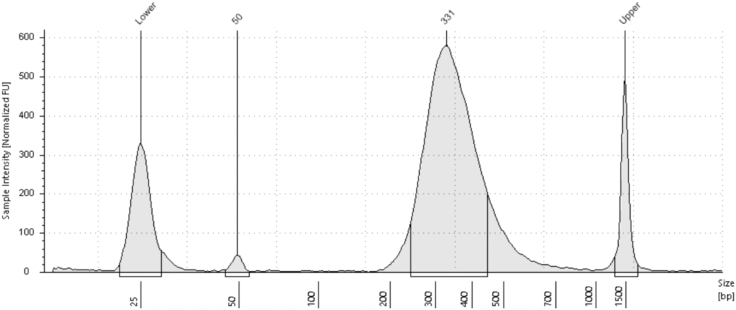
TapeStation analysis of DNA fragment size of a clean rich sBLISS library

In some cases, mainly when the library was not properly cleaned in the last step, Fragments that are too small or too large can appear as well as shown in Figure 3.

**Figure 3:**
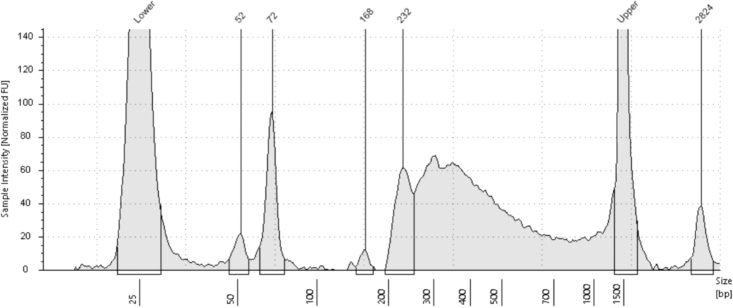
TapeStation analysis of DNA fragment size of sBLISS library that is contaminated with too small and too large fragments

Both are problems for sequencing. Small fragments represent primers that were not used or primer dimers and are a waste to sequence. Large fragments can sterically obstruct good sized fragments and therefore disturb the sequencing of the other fragments. Additionally, large fragments can lead to DNA concentration readout that seems higher than reality, which will lead to incorrect pooling of the sample.

### Potential solution

• Cleaning the samples properly is the most crucial step to get a good library, i.e., free of fragments outside size range of 200–1000. It is through our experience in our hands that led to double two-sided cleaning rather than how it was done in the original protocol^13^ since we had trouble getting rid of the larger fragments. The disadvantage of cleaning twice is the potential loss of material and risk of making mistakes. Best practice for first time is to clean once, analyze and change the last step based on the library profile. If you get good libraries with workable concentrations, it might be recommended to stop after one cleanup.

### Problem 4: No library appears at final analysis

Related to step 92.

As mentioned, final library should look like the above example (Figure 2). If the TapeStation analysis shows no result, the protocol failed to produce a library. Figure 4 for example.

**Figure 4:**
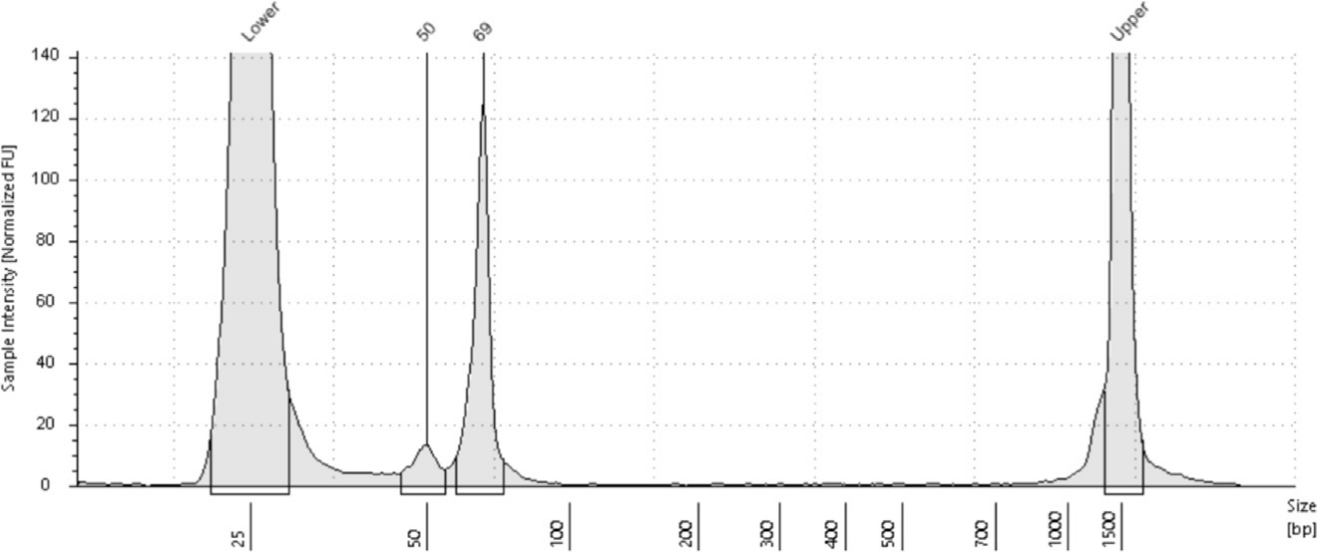
TapeStation analysis of DNA fragment size of undetected sBLISS library

This can be a result of problems at various steps, such as: unsuccessful ligation of BLISS adapter or mistakes during ampure bead cleanup. Usually, to distinguish which of the two is at fault, you can analyze the 2 μL of RNA leftover from step 68 (preforming the non-mandatory step 69). The expected RNA concentration should be around 100 ng/μL and at least higher than 50 ng/μL. If the RNA concentration is good, it means the problem was probably during PCR/cleanup. Otherwise, the problem occurred at the time of ligation. The other half of the cDNA left behind can be tested as well if desired. This will distinguish whether the problem occurred during PCR or cleanup.

### Potential solution

• Unsuccessful ligation of BLISS adapter: This is probably the culprit if RNA concentration was low. Make sure your BLISS adapters were prepared recently, they shouldn’t be kept for longer than a year. Also make sure the T4 DNA ligase is highly concentrated, the one commonly used for cloning is not enough, best to use the cat# mentioned in the materials. If this was the reason for lack of library, the protocol must be fully repeated starting at cell lysis. During the first day steps, make sure the pellet is not too clumpy, to allow for best access.
• Mistakes during ampure bead cleanup: If this is the case, the protocol does not need to be fully repeated. You can repeat the last few steps only, preforming PCR and double two-sided cleaning, using the other half of the cDNA. Be sure the volume at the start of cleaning step is in fact 200 μL, is very important to ensure that the ratio of sample and bead solution is exact, to avoid material loss.
• In any case, if the library is existent but low, it is recommended to PCR and clean the other half of the cDNA using the same RPIX. You can always pool both halves if necessary.

## Resource availability

### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, Rami l. Aqeilan ().

### Technical contact

Questions about the technical specifics of performing the protocol should be directed to and will be answered by the technical contact, Osama Hidmi ().

### Materials availability

This study did not generate new unique reagents.

### Data and code availability

Raw and processed data files are available in GEO: GSE241309.

## References

[1] Hidmi O., Oster S., Monin J., Aqeilan R.I. (2024). TOP1 and R-loops facilitate transcriptional DSBs at hypertranscribed cancer driver genes. iScience.

[2] Hazan I., Monin J., Bouwman B.A.M., Crosetto N., Aqeilan R.I. (2019). Activation of Oncogenic Super-Enhancers Is Coupled with DNA Repair by RAD51. Cell Rep..

[3] Lee J.J.K., Jung Y.L., Cheong T.C., Espejo Valle-Inclan J., Chu C., Gulhan D.C., Ljungström V., Jin H., Viswanadham V.V., Watson E.V. (2023). ERα-associated translocations underlie oncogene amplifications in breast cancer. Nature.

[4] Pommier Y., Nussenzweig A., Takeda S., Austin C. (2022). Human topoisomerases and their roles in genome stability and organization. Nat. Rev. Mol. Cell Biol..

[5] Wang F., Higgins J.M.G. (2013).

[6] Turinetto V., Giachino C. (2015).

[7] McManus K.J., Hendzel M.J. (2005). ATM-dependent DNA damage-independent mitotic phosphorylation of H2AX in normally growing mammalian cells. Mol. Biol. Cell.

[8] Lensing S.V., Marsico G., Hänsel-Hertsch R., Lam E.Y., Tannahill D., Balasubramanian S. (2016). DSBCapture: In situ capture and sequencing of DNA breaks. Nat. Methods.

[9] Canela A., Sridharan S., Sciascia N., Tubbs A., Meltzer P., Sleckman B.P., Nussenzweig A. (2016). DNA Breaks and End Resection Measured Genome-wide by End Sequencing. Mol. Cell.

[10] Dobbs F.M., van Eijk P., Fellows M.D., Loiacono L., Nitsch R., Reed S.H. (2022). Precision digital mapping of endogenous and induced genomic DNA breaks by INDUCE-seq. Nat. Commun..

[11] Yan W.X., Mirzazadeh R., Garnerone S., Scott D., Schneider M.W., Kallas T., Custodio J., Wernersson E., Li Y., Gao L. (2017). BLISS is a versatile and quantitative method for genome-wide profiling of DNA double-strand breaks. Nat. Commun..

[12] Biernacka A., Skrzypczak M., Zhu Y., Pasero P., Rowicka M., Ginalski K. (2021). High-resolution, ultrasensitive and quantitative DNA double-strand break labeling in eukaryotic cells using i-BLESS. Nat. Protoc..

[13] Bouwman B.A.M., Agostini F., Garnerone S., Petrosino G., Gothe H.J., Sayols S., Moor A.E., Itzkovitz S., Bienko M., Roukos V., Crosetto N. (2020). Genome-wide detection of DNA double-strand breaks by in-suspension BLISS. Nat. Protoc..

[14] Oster S., Aqeilan R.I. (2020). Programmed DNA Damage and Physiological DSBs: Mapping, Biological Significance and Perturbations in Disease States. Cells.

[15] Liang Y., Yuan Q., Zheng Q., Mei Z., Song Y., Yan H., Yang J., Wu S., Yuan J., Wu W. (2024). DNA Damage Atlas: an atlas of DNA damage and repair. Nucleic Acids Res..

[16] Pollina E.A., Gilliam D.T., Landau A.T., Lin C., Pajarillo N., Davis C.P., Harmin D.A., Yap E.L., Vogel I.R., Griffith E.C. (2023). A NPAS4–NuA4 complex couples synaptic activity to DNA repair. Nature.

[17] Zampetidis C.P., Galanos P., Angelopoulou A., Zhu Y., Polyzou A., Karamitros T., Kotsinas A., Lagopati N., Mourkioti I., Mirzazadeh R. (2021). A recurrent chromosomal inversion suffices for driving escape from oncogene-induced senescence via subTAD reorganization. Mol. Cell.

[18] Girasol M.J., Krasilnikova M., Marques C.A., Damasceno J.D., Lapsley C., Lemgruber L., Burchmore R., Beraldi D., Carruthers R., Briggs E.M., McCulloch R. (2023). RAD51-mediated R-loop formation acts to repair transcription-associated DNA breaks driving antigenic variation in Trypanosoma brucei. Proc. Natl. Acad. Sci. USA.

[19] Mosler T., Conte F., Longo G.M.C., Mikicic I., Kreim N., Möckel M.M., Petrosino G., Flach J., Barau J., Luke B. (2021). R-loop proximity proteomics identifies a role of DDX41 in transcription-associated genomic instability. Nat. Commun..

[20] Ramírez F., Ryan D.P., Grüning B., Bhardwaj V., Kilpert F., Richter A.S., Heyne S., Dündar F., Manke T. (2016). deepTools2: a next generation web server for deep-sequencing data analysis. Nucleic Acids Res..

[21] Li H., Handsaker B., Wysoker A., Fennell T., Ruan J., Homer N., Marth G., Abecasis G., Durbin R., 1000 Genome Project Data Processing Subgroup (2009). The Sequence Alignment/Map format and SAMtools. Bioinformatics.

[22] Quinlan A.R., Hall I.M. (2010). BEDTools: A flexible suite of utilities for comparing genomic features. Bioinformatics.

[23] Robinson J.T., Thorvaldsdóttir H., Winckler W., Guttman M., Lander E.S., Getz G., Mesirov J.P. (2011).

How the deposited data were processed for this re-analysis (not part of the article)

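sBLISS labels the ends of DNA double-strand breaks in fixed nuclei, and 30 libraries from MCF-7, HMLE and MCF-10A cells were analysed. By the paper's text, the authors read the internal index and UMI from each read, trimmed reads with Trim Galore and aligned them with HISAT2 without spliced alignment. They then removed reads with the same position and UMI with UMI-tools and kept 1 base at the labelled end of each read. The sample labels give FastQC, HISAT2, Trim Galore and UMI-tools and the hg38 build. The authors then deposited 1 table of CPM values, the breaks in each gene relative to the reads of the library, with the width of each gene. As examples, the paper's text removes a blacklist of regions and counts breaks in genomic tiles with BRGenomics. It does not say how breaks were counted per gene, which gene annotation or blacklist was used, or name a test between groups. The table held 27002 genes and the 30 libraries, and none of its sample columns was left out. Y-linked genes, XIST and TSIX were kept out of the named genes.

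Each CPM value was divided by the smallest step of its library, which returned whole reads for 100% of values within 0.1 read and gave the library total as the inverse of the step. The values were treated as CPM in the tests. The plan had been a count test in edgeR, since the unit was not known when it was made. The test was changed to limma on log2(CPM + 2), and edgeR's quasi-likelihood test and DESeq2 were run on the recovered reads beside it. R 4.3.3, limma 3.58.1, edgeR 4.0.16, DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and Matplotlib 3.10.9 were used.

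Each experiment was fitted by itself, with lmFit and eBayes with a trend, on genes with a mean of at least 10 CPM over its libraries, after TMM scaling (factors 0.927 to 1.092). The fits held 8 libraries of the siRNA and plasmid experiment (11732 genes), 6 of the E2 and plasmid experiment (10099 genes), 6 of the E2 and siRNA experiment (10213 genes) and 4 of MCF-10A WT and RAS (11080 genes). A fit of 8 libraries compared MCF-7 with control siRNA and EV, MCF-10A WT and HMLE (11738 genes), and a fit of 4 compared G1 with control siRNA and EV (11243 genes). A gene was called at a Benjamini-Hochberg adjusted p under 0.05. The biological coefficient of variation from edgeR was 0.202, 0.378, 0.191, 0.316, 0.305 and 0.197 in these fits. Where 1 library was left out and its group held 1 library, the lone library was assumed to vary like the other groups.

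The 11 gene lists were estrogen receptor target genes, luminal genes, basal genes, breast cancer driver genes, 17q23 genes, 20q13 genes, very long genes at common fragile sites, immediate early genes, abundantly transcribed genes, RAS and MAPK targets, and genes of other tissues. A list with at least 5 tested genes was tested with limma's camera at a preset correlation of 0.01, again with an estimated correlation, and with fry, which tests whether a list's genes move one way and does not compare them with other genes. The p-values of the 128 list tests were adjusted together. Genes of other tissues had fewer than 5 tested genes in every comparison, so only their levels were used. List levels were compared with 10000 random lists, each gene drawn from the 201 genes nearest in length. At the ends of the range these were the 201 shortest or the 201 longest genes, so the longest genes were not matched closely.

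Named genes were MIR21, VMP1, TOP1 and RNASEH1, and up to 5 genes with the largest fold change each way among called genes with at least 10 reads on average and groups that did not overlap. Where no gene was called, the 5 with the smallest p were named. Up to 4 called genes per list and comparison, and the 20 genes with the highest CPM or CPM per kb in 3 groups, completed the rule. The ranking by CPM per kb took only genes of at least 1 kb. NUDC, SNX5, LAPTM4A, CACNA1G-AS1, the summed snoRNA genes, the E2 effect on GREB1 and the levels of NEAT1 and MALAT1 in single libraries fell outside it and were chosen after their values were seen.

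Coordinates and gene types came from RefSeq on GRCh38.p14, the same build as hg38. Of the 27002 genes, 24543 matched by symbol, 1320 by an older symbol and 1139 did not match, and 80.5% of matched genes had a width within 5% of the RefSeq length. Intervals on shares are exact binomial intervals at 95% and cover counting error only. Intervals on medians over genes treat the genes as independent and leave out the spread between libraries. The fold of a gene at 0 in both libraries of a group was taken against 3 reads per library.

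The tests were run on simulated data with 200 genes changed by known folds. In MCF-7 over HMLE, limma found 67.2% of genes changed 4-fold among 11329 genes, and in G1 47.8% among 10635 genes. Many changed genes ease the Benjamini-Hochberg threshold, so these shares do not give the power where few genes change. The list test called 12 of 12 moved lists and 0 of 12 unmoved lists. Simulated genes varied independently, so this cannot tell how the list test behaves when genes of a list are correlated. The level test put 20 of 20 lists raised 4-fold at percentile 100, and unchanged lists between 0.84 and 84.8.

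The alternatives were library totals without TMM scaling, DESeq2, no filter on low values, 1 fit of all 30 libraries, fits of only the 2 groups compared, each library left out in turn, the replicate number as a block, and other list and level settings. A count test in edgeR had been the planned main test, so limma is the departure from the plan. Alternatives added after the values were seen were edgeR in this role, pseudocounts of 0.5 and 5 CPM and a minimum mean of 20 CPM. Libraries outside the 2 groups left out, list tests with 1 library left out, and differences between experiments were also added then.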

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

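The tests in this part were all chosen after the results were seen, including which genes and lists were examined in HMLE.

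HMLE replicate 1 lay far above the other 3 HMLE libraries. The gap of the highest library to the next, divided by the range of the 4, was 0.956 for the summed snoRNA genes (31.2 to 23428 CPM, next highest 1063), 0.995 for SNORD30, 0.97 for NEAT1, 0.869 for HSPA8, 0.846 for MALAT1, 0.842 for VMP1, 0.831 for TOP1 and 0.908 for the 17q23 genes. Of 19 values examined in HMLE, 8 had a gap above the 95% critical value of Dixon's test. Chance puts about 1 in 20 groups above it, and the 19 values come from the same libraries. No explanation of this library was tested.

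The effect of E2 on 5 genes differed between the E2 and plasmid experiment and the E2 and siRNA experiment in limma, and in edgeR also for 5. The log2 difference, the first minus the second, was -5.36 for SNORD30 (adjusted p = 0.00619), -4.95 for SNHG1, -6.32 for CD53, 7.38 for SNORD62A and 5.75 for NUDC. SNORD30 and SNHG1 moved opposite ways in the experiments. Breaks spread along the host gene SNHG1 were argued against, since SNORD30, with 1.82% of the length, held 71.3% or more of the SNHG1 reads in each of the 8 E2 and vehicle libraries, and few reads were too, since each had at least 33 SNORD30 reads. An equal shift of all snoRNA genes as the whole cause was argued against, since the difference over 21 other snoRNA genes had a median of 0.33 (95% interval -0.86 to 1.10), 5.69 above that of SNORD30. A smaller part from a component shared by snoRNA genes stays open, because that interval reaches below the bound of -0.5. The interval is over genes as if independent and leaves out the spread between libraries. The vector and the siRNA, which also separate the experiments, were not tested as causes.

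The difference between RNase H OE and EV, by label, also varied between experiments for single genes. Whether it is an effect of RNase H stays open, since the reason for the missing RNASEH1 reads of the libraries labelled E2 + RNase H OE was not settled. The log2 difference, E2 experiment minus control siRNA, was 4.47 for SNX5, 3.97 for LAPTM4A, 4.75 for PHPT1, 5.35 for CACNA1G-AS1 and 5.54 for DNAAF3, all called in limma, and edgeR called 13 genes. E2 experiment minus TOP1 KD gave 7.82 for SNORD88A and 3.83 for SNX5 in limma, and edgeR called none. For TOP1 KD, no gene differed between its experiments in limma (235 at an unadjusted p under 0.05) or in edgeR.

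RNASEH1 and HBB had more breaks in libraries of the siRNA and plasmid experiment than in all others, which the paper does not report. The labels name an RNase H1 plasmid, and whether the HBB reads come from a plasmid was not tested. HBB held 54.4 CPM on average over its 8 libraries (5.03 to 111) and at most 2.25 CPM in the other 22 libraries. RNASEH1 held 184 CPM on average in the 4 RNase H OE libraries (33.2 to 334) and at most 12.0 CPM in the 26 others. The libraries labelled E2 + RNase H OE had neither. A candidate explanation is processing that took reads at RNASEH1 out of the E2 and plasmid experiment: its 6 libraries held 2 reads where 23.2 were expected from the 12 other MCF-7 libraries without the plasmid, and the ratio lay at percentile 0 among 200 genes of similar level. A swap of labels within that experiment stays open, since its highest RNASEH1 value, 3.0 CPM, decides nothing if such reads were taken out. Cells that did not take up the plasmid stay open and were not tested, and the paper's text gives no other measure of the plasmid in these cells.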

How the results depend on the processing

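A count test in edgeR had been the planned main test before limma replaced it, and edgeR became an alternative after the results were seen. The tests with pseudocounts of 0.5 or 5 CPM and with a minimum mean of 20 CPM were chosen after the results were seen. So were the tests with libraries outside the 2 groups left out, and the list tests with 1 library left out.

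Of the named genes' values under the alternatives, 2171 kept direction and call, 469 kept direction and lost the call, 26 gained one and 0 changed direction. Of the gene lists' values, 1169 kept both, 122 lost the call and 1 changed the direction that camera gives. Of the counts, shares and levels, 228 stayed near their value and 136 moved. Where values moved, the cause was not tested, apart from the smaller number of genes or libraries that some alternatives leave.

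The counts of called genes that moved are given by alternative, and RNase H OE (E2) stands for the libraries labelled E2 + RNase H OE, where RNASEH1 reads were missing, against E2 + EV. DESeq2 called 32 genes for E2 (EV), 7 for E2 (control siRNA), 9 for RAS, 51 for RNase H OE (E2), 18 for RNase H OE (TOP1 KD), 27 for the interaction and 7 for TOP1 KD (E2). edgeR called 1 for E2 (EV), 259 for G1, 0 for RAS and 14 for RNase H OE (E2). Without TMM scaling, E2 (EV) gave 1 and G1 43, and the median of all genes shifted to 0.11 for MCF-7 over MCF-10A (0.03 with TMM) and to 0.12 for E2 with control siRNA (0.02 with TMM). At a mean of at least 20 CPM, E2 (EV) gave 1 and RNase H OE (E2) 12. With a pseudocount of 5, E2 (EV) gave 3, and RNase H OE (TOP1 KD) and TOP1 KD (EV) 1 each. With no filter, E2 (EV) gave 17, G1 0, RAS 11, MCF-10A against HMLE 408, MCF-7 against HMLE 274 and MCF-7 against MCF-10A 630. In 1 fit of all 30 libraries, E2 (EV) gave 232 (148 higher), RNase H OE (E2) 343 (158 higher), MCF-10A against HMLE 458, RNase H OE (TOP1 KD) 1, and E2 (control siRNA), RAS and TOP1 KD (E2) 0 each. In fits of the 2 groups alone, MCF-10A against HMLE gave 409, MCF-7 against MCF-10A 382, and RNase H OE (TOP1 KD) and TOP1 KD (EV) 1 each.

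Without 1 library at a time, counts ran from 0 to 53 for E2 (EV), 1 to 56 for E2 (control siRNA), 115 to 688 for G1, 0 to 7 for RAS, 26 to 1796 for MCF-10A against HMLE, 25 to 1147 for MCF-7 against HMLE, 133 to 1620 for MCF-7 against MCF-10A, 1 to 81 for RNase H OE (E2), 0 to 248 for RNase H OE (TOP1 KD), 0 to 1 for RNase H OE (control siRNA), 0 to 81 for the interaction and 0 to 50 for TOP1 KD (E2).

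Replicate numbers were not taken to pair the libraries. Over 17 pairs of groups, the correlation of replicate differences ran from -0.319 to 0.335, with 6 above 0.1 and 5 below -0.1. Between control siRNA + EV, MCF-10A WT and HMLE it was always positive, at 0.145 to 0.235. With the replicate number as a block, E2 (EV) gave 1 call, G1 238, RAS 36, MCF-10A against HMLE 12, MCF-7 against HMLE 93, MCF-7 against MCF-10A 457, RNase H OE (TOP1 KD) 2 and TOP1 KD (E2) 17.

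Of 38 called list tests, 0 were called with an estimated correlation and 7 by fry, and 25 to 42 were called without 1 library, with 25 without control siRNA + EV replicate 1. The median of abundantly transcribed genes for TOP1 KD (E2), 0.37, ran from -0.83 without control siRNA + E2 replicate 2 to 1.47 without control siRNA + E2 replicate 1. Long genes for RNase H OE (control siRNA) had a median of 0.14 and -0.01 without control siRNA + RNase H OE replicate 1, and driver genes for RNase H OE (E2) had -0.26 and 0.06 without E2 + EV replicate 1.

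MIR21 stood at percentile 25.2 by CPM, and VMP1 at 97.7 by CPM per kb. Without 1 library, MIR21 ran from 99.6 to 99.67 and VMP1 from 99.69 to 99.87. With the mean instead of the median, driver genes stood at 99.14, estrogen receptor targets at 99.38 and long genes at 93.58. Immediate early genes then stood at 99.6, luminal genes at 99.21 and genes of other tissues at 85.01. The last list holds HBB, at 52.9 CPM in control siRNA + EV and at most 2.25 CPM in the 22 libraries outside its experiment. Its mean is thus raised by that gene. Without length matching, abundantly transcribed genes stood at 99.84, basal genes at 57.85, driver genes at 100 and immediate early genes at 26.49. Without 1 library, basal genes ran from 2.25 to 40.53, driver genes from 99.98 to 99.99, RAS and MAPK targets from 16.78 to 75.67, genes of other tissues from 11.78 to 54.51, and estrogen receptor targets, long genes and immediate early genes from 99.99 to 100.

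The share of genes with the same sign in a pair of experiments was 51.9% for E2, 54.3% for TOP1 KD, 54.2% for RNase H OE with control siRNA against E2 and 50.1% for RNase H OE with TOP1 KD against E2. With a mean of at least 50 reads, TOP1 KD gave 57.89% and RNase H OE with control siRNA against E2 57.85%. Without 1 library, these shares ran from 46.21% to 56.98% for E2, 47.34% to 59.42% for TOP1 KD, 46.82% to 59.46% for RNase H OE with control siRNA and 48.68% to 51.44% for RNase H OE with TOP1 KD.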

Other observations

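The pooled test of neighbouring genes was set before its result was seen. Its reading by an interval, and the tests of each region and of gene length, were chosen after.

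MCF-7 had more breaks than HMLE in genes of 17q23 and 20q13, regions chosen for their known amplification in MCF-7. Gene length as the cause was argued against, since the 33 list genes lay a median of 2.6 (log2) above tested genes of nearest length (95% interval 2.19 to 2.88). The intervals on medians here are over genes as if independent. They leave out the spread between libraries and the linkage of genes within a region. More copies of these regions would raise neighbouring genes that are not on the lists, and over 40 such genes the median log2 fold change was 0.41 (95% interval 0.10 to 0.66), with 28 above 0, 8 called higher and 0 lower. By the rule set beforehand, a median below 0.5 counted against this explanation, and the median met that bound. Its interval reached above 0.5, and reading the test by the interval was a change made after the value was seen. The test also assumed that the whole span between the first and last list gene shares 1 copy number. By region, 6 neighbours in 17q23 had a median of 1.97 (0.72 to 3.57) and 34 in 20q13 one of 0.31 (-0.17 to 0.56). Copy number may thus contribute in 17q23, and in 20q13 the part of the span that is amplified was not known. The 20q13 median mixed high and low stretches. LINC01522 (2.10) lay near the list gene SULF2 (3.16), and LOC105372672 (3.30) near ZNF217 (2.95). ZFP64 (-1.00) lay near TSHZ2 (-0.62), but FAM65C (1.50) differed from the adjacent PTPN1 (-0.07). These genes were picked after their values were seen. The low 20q13 median therefore does not count against more copies in a part of the span. Break levels and copy number cannot be told apart here, because copy number was not measured.

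Further gene lists changed in comparisons with no sentence of their own in the paper. In each, an estimated correlation removed the call, and the library without which camera lost the call is named. RNase H OE with control siRNA gave lower medians for estrogen receptor targets (-0.34, adjusted p = 0.00643 from camera, adjusted p = 0.938 with an estimated correlation). Without control siRNA + EV replicate 1 it was -0.15, and without control siRNA + RNase H OE replicate 2 it was also -0.15. Driver genes had -0.33 (adjusted p = 4.04e-04, adjusted p = 0.938 with an estimated correlation), and -0.09 without either of these libraries. Immediate early genes had -0.50 (adjusted p = 0.0261, adjusted p = 0.938 with an estimated correlation), and -0.27 without control siRNA + EV replicate 1, -0.76 without control siRNA + RNase H OE replicate 1 and -0.41 without TOP1 KD + EV replicate 2. Long genes had 0.14 (adjusted p = 0.0380, adjusted p = 0.938 with an estimated correlation), and 0.04 without control siRNA + EV replicate 1, -0.01 without control siRNA + RNase H OE replicate 1, and 0.14 and 0.15 without TOP1 KD + RNase H OE replicate 1 and 2. TOP1 KD gave -0.26 for estrogen receptor targets (adjusted p = 0.0144, adjusted p = 0.938 with an estimated correlation), and -0.07 without control siRNA + EV replicate 1 and -0.19 without TOP1 KD + EV replicate 1.

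The libraries labelled E2 + RNase H OE, where RNASEH1 reads were missing, gave -0.26 against E2 + EV for driver genes (adjusted p = 0.0391, adjusted p = 0.938 with an estimated correlation). The call was lost without control siRNA + EV replicate 1 or any of 5 libraries of its own experiment, and the median was 0.06 without E2 + EV replicate 1. E2 with control siRNA gave -0.23 for long genes (adjusted p = 0.0247, adjusted p = 0.938 with an estimated correlation), and -0.17 without control siRNA + E2 replicate 1 and -0.10 without control siRNA + vehicle replicate 1. TOP1 KD with E2 gave -0.17 for 17q23 genes (adjusted p = 0.0281, adjusted p = 0.798 with an estimated correlation), and -0.14 without control siRNA + E2 replicate 2, -0.16 without TOP1 KD + E2 replicate 1 and -0.14 without replicate 2. Abundantly transcribed genes had 0.37 there (adjusted p = 0.00393, adjusted p = 0.938 with an estimated correlation), and 0.02 without TOP1 KD + E2 replicate 2 and -0.83 without control siRNA + E2 replicate 2. The interaction of TOP1 KD and RNase H OE gave 0.28 for driver genes (adjusted p = 0.0406, adjusted p = 0.952 with an estimated correlation), and 0.18 without control siRNA + EV replicate 1, 0.12 without control siRNA + RNase H OE replicate 2, 0.20 without TOP1 KD + EV replicate 1 and 0.06 without TOP1 KD + RNase H OE replicate 1. Abundantly transcribed genes had 1.18 (adjusted p = 0.00195, adjusted p = 0.938 with an estimated correlation), and 0.71, 0.27, 0.72 and 0.44 without the same 4 libraries. No single gene of these lists was called, except RPL4 after TOP1 KD with E2.

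Between the cell lines, driver genes were higher in MCF-7 than in HMLE, with 4 of 27 higher and 1 lower (8 and 1 adjusted over the list alone, median 0.49, adjusted p = 7.05e-04 from camera, adjusted p = 0.938 with an estimated correlation). Abundantly transcribed genes were also higher there, with 3 of 22 called (4 adjusted over the list alone, median 0.79, adjusted p = 0.00288, adjusted p = 0.938 with an estimated correlation), and the call was lost without control siRNA + EV replicate 1 (0.66). Basal genes were lower, with 1 of 14 called (2 adjusted over the list alone, median -0.54, adjusted p = 0.0115, adjusted p = 0.938 with an estimated correlation), and the call was lost without HMLE replicate 1 (-0.42). Long genes were lower, with 5 of 20 called (2 higher and 5 lower adjusted over the list alone, median -0.37, adjusted p = 0.00986, adjusted p = 0.938 with an estimated correlation), and the call was lost without control siRNA + EV replicate 1 (-0.22) or HMLE replicate 1 (-0.33). Immediate early genes were lower in MCF-7 than in MCF-10A, with 4 of 9 called (1 higher and 4 lower adjusted over the list alone, median -1.36, adjusted p = 0.0268, adjusted p = 0.764 with an estimated correlation). In MCF-10A against HMLE, 4 of 22 abundantly transcribed genes were higher (5 adjusted over the list alone, median 1.31, adjusted p = 5.86e-05, adjusted p = 0.938 with an estimated correlation) and 4 of 15 genes of 20q13 lower (5 adjusted over the list alone, median -0.73, adjusted p = 2.58e-04, adjusted p = 0.297 with an estimated correlation).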
